# Blood and lymphatic systems are segregated by the FLCN tumor suppressor

**DOI:** 10.1038/s41467-020-20156-6

**Published:** 2020-12-09

**Authors:** Ikue Tai-Nagara, Yukiko Hasumi, Dai Kusumoto, Hisashi Hasumi, Keisuke Okabe, Tomofumi Ando, Fumio Matsuzaki, Fumiko Itoh, Hideyuki Saya, Chang Liu, Wenling Li, Yoh-suke Mukouyama, W. Marston Linehan, Xinyi Liu, Masanori Hirashima, Yutaka Suzuki, Shintaro Funasaki, Yorifumi Satou, Mitsuko Furuya, Masaya Baba, Yoshiaki Kubota

**Keywords:** Cell lineage, Lymphangiogenesis, Anatomy

## Abstract

Blood and lymphatic vessels structurally bear a strong resemblance but never share a lumen, thus maintaining their distinct functions. Although lymphatic vessels initially arise from embryonic veins, the molecular mechanism that maintains separation of these two systems has not been elucidated. Here, we show that genetic deficiency of Folliculin, a tumor suppressor, leads to misconnection of blood and lymphatic vessels in mice and humans. Absence of Folliculin results in the appearance of lymphatic-biased venous endothelial cells caused by ectopic expression of Prox1, a master transcription factor for lymphatic specification. Mechanistically, this phenotype is ascribed to nuclear translocation of the basic helix-loop-helix transcription factor Transcription Factor E3 (TFE3), binding to a regulatory element of Prox1, thereby enhancing its venous expression. Overall, these data demonstrate that Folliculin acts as a gatekeeper that maintains separation of blood and lymphatic vessels by limiting the plasticity of committed endothelial cells.

## Abstract (web summary)

Blood and lymphatic vessels bear a strong resemblance but do not share a lumen, thus maintaining their distinct functions. Here, the authors describe that Folliculin, a tumor suppressor, prevents the fusion of these vessels during development by limiting the plasticity of venous and lymphatic endothelial cells.

## Introduction

The two major circulatory systems of blood and lymphatic vasculature are discretely distributed throughout the body. While the former provides tissues with oxygen and nutrients, the latter drains the interstitial fluid from the tissue spaces to return it to the bloodstream^1^, transports immune cells, absorbs dietary lipids^2^, and clears waste from the brain^3^. The structures of the two systems, the blood vessel (BV) and the lymphatic vessel (LV), are histologically similar but anatomically do not share the same lumen, except at the lymphovenous valve located near the venous angle, the final junction of collecting lymph ducts, and subclavian veins^4,5^. LVs arise mostly from preexisting veins^6,7^, although populations of lymphatic progenitors of non^−^venous origin have been identified^8,9^. The expression of Prox1, a master transcription factor controlling lymphatic specification, determines both the initiation and maintenance of the identity as a lymphatic endothelial cell (LEC), contributing to the separation of the blood and lymphatic systems^10,11^. Platelets activated by committed LECs also contribute to this separation^5,12,13^. However, the molecular mechanisms that ultimately maintain separation of these two circulatory systems have not been fully identified.

Folliculin (*FLCN*) has long been studied as a tumor suppressor gene responsible for the human autosomal dominant genetic disorder Birt-Hogg-Dubé (BHD) syndrome^14^. Affected individuals are at risk of developing of kidney cancers, lung cysts, and cutaneous fibrofolliculomas^15,16^. FLCN encoded by the *FLCN* gene, as a complex with its binding proteins FNIP1/2, acts as a GTPase activating protein (GAP) for Rag GTPases, thereby transducing amino acid levels to mTOR complex 1 (mTORC1)^17–19^ and secluding the basic helix-loop-helix (bHLH) transcription factor and member of the MiTF family, Transcription Factor E3 (TFE3), in the cytoplasm^20,21^. Recently, FLCN has been revealed as the central player in the control of pluripotency of embryonic stem (ES) cells^21,22^. In this study, based on a unique phenotype of *Flcn*^−^deficient mice, we have identified the fundamental mechanism maintaining the separation of the blood and lymphatic vascular systems through limiting the plasticity of committed endothelial cells.

## Results

### Flcn deficiency causes blood-filled and dilated lymphatics

*Flcn* deficiency in mice causes visceral endoderm defects and early embryonic lethality at E5.5–E6.5^23^. To achieve endothelial-specific knockout of *Flcn*, we first utilized *Tie2–Cre*, known to recombine genes in all endothelial and hematopoietic cells^24^. *Tie2–Cre*-specific *Flcn*-knockout mice (*Tie2–Cre*^*+*^*Flcn*^*flox/flox*^, hereafter referred to as *Flcn*^*ΔEHC*^) died before E15.5 (Fig. 1a), and showed hemorrhagic appearance. Histologically, *Flcn*^*ΔEHC*^ embryos showed apparently dilated and blood-filled LVs at E14.5 (Fig. 1b–f). In agreement with the region-specific differences in *Tie2–Cre* expression^8^, LV dilation was apparent in thoracic but not lumbar skins of *Flcn*^*ΔEHC*^ embryos (Fig. 1g–l). To test endothelial *Flcn* function more specifically, we deleted *Flcn* postnatally using *Cdh5-BAC-Cre*^*ERT2*^ mice (*Cdh5-BAC-Cre*^*ERT2+*^*Flcn*^*flox/flox*^, hereafter referred to as *Flcn*^*iΔEC*^). *Flcn*^*iΔEC*^ pups died with reddish colored skin (Fig. 1m, n) around 7 days after 4-hydroxytamoxifen treatment (at postnatal (P) day 9). *Flcn*^*iΔEC*^ pups showed blood-filled and dilated LVs (Fig. 1o, x). We analyzed *Flcn*^*iΔEC*^ embryos at E15.5 (Supplementary Fig. 1a–e), and found they recapitulated the defects of *Tie2–Cre*^*+*^*Flcn*^*fl/fl*^ embryos. However, we did not detect such defects in adult *Flcn*^*iΔEC*^ mice treated with tamoxifen after weaning (Supplementary Fig. 1f-l). Taken together, *Flcn* deficiency caused blood-filled and dilated lymphatics during embryogenesis and postnatal development.

**Fig. 1:**
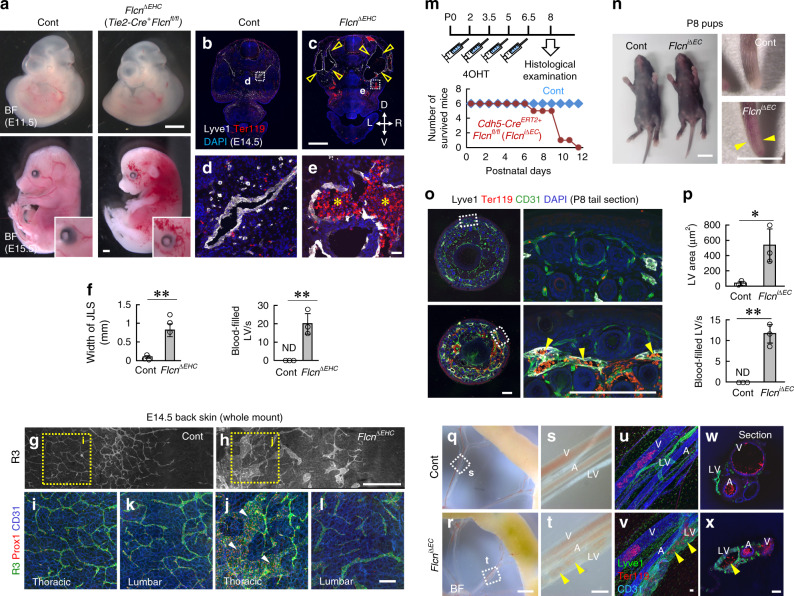
Flcn deficiency causes blood-filled and dilated lymphatics. **a** Images of *Flcn*^*ΔEHC*^ mice at embryonic day (E)11.5 or E15.5. **b–l** Transverse sections (**b–e**) or whole-mount skin samples (**g–l**) of E14.5 embryos and quantification (*n* = 3). *Flcn*^*ΔEHC*^ embryos show dilated (open and closed arrowheads) and blood-filled (asterisks) lymphatic vessels. **m** Protocol for 4-hydroxytamoxifen (4OHT) injection in neonates and survival curve of control and *Flcn*^*iΔEC*^ mice (each *n* = 6). P postnatal. **n–p**)Control and *Flcn*^*iΔEC*^ pups and tail sections at P8, and quantification after staining with the indicated antibodies (*n* = 3). *Flcn*^*iΔEC*^ mice show reddish colored skin (arrowheads in **n**) as well as dilated and blood-filled LVs (arrowheads in **o**). **q–x** Bright field views and whole-mount or section samples of mesentery at P8. Erythrocytes (closed arrowheads) are detected not only in arteries (A) and veins (V) but also in LVs of *Flcn*^*iΔEC*^ mice. Scale bars: 5 mm (**o**); 1 mm (**a–c, g, h, q, r**); 200 µm (**i–l, o, s, t**); 50 µm (**d, e, u–x**). **P < 0.01; *P < 0.05; ND not detected. Data presented are the mean ± SD. The comparisons between the averages of the two groups were evaluated using the two-sided Student’s *t*-test. Source data are provided as a Source Data file.

### Flcn deficiency leads to ectopic Prox1 expression in veins

Next, we established a technique to visualize whole-mount tail skins (Fig. 2a–e; Supplementary Fig. 2a–k). This technique allowed us to easily visualize two streams of arterial-venous-lymphatic bundles on both sides of the tail, and *Cdh5-BAC-Cre*^*ERT2*^ excised *Flcnflox* alleles in both blood and lymphatic endothelial cells (Supplementary Fig. 2l). With this technique, the lymphatic dilation in *Flcn*^*iΔEC*^ mice was apparent (Fig. 2b, c). Notably, Prox1 was ectopically expressed in VECs of *Flcn*^*iΔEC*^ mice, some even with equal intensity to that seen in their LECs (Fig. 2d–j). Prox1 expression was also observed in retinal veins and the vena cava in *Flcn*^*iΔEC*^ pups and cervical veins of *Flcn*^*ΔEHC*^ embryos (Fig. 2k–p), suggesting that this phenomenon is widespread. When we deleted *Flcn* in adult endothelial cells, we observed similar ectopic expression of Prox1 in VECs (Supplementary Fig. 1m, n). Considering that we did not detect lymphatic hyperplasia and blood filling in adult *Flcn*^*iΔEC*^ mice, some compensation mechanism might have occurred after weaning and masked the phenotypes seen in their neonatal period. Consistent with the knowledge that transgenic Prox1 overexpression induces an LV phenotype in VECs^25^, mature LEC markers like Pdpn and Vegfr3^26^ were slightly but significantly upregulated in Prox1^+^ VECs of *Flcn*^*iΔEC*^ mice (Supplementary Fig. 2m–o). In high magnification views, we observed abnormal sprouting from LVs toward veins as well as from veins toward LVs in *Flcn*^*iΔEC*^ mice (Supplementary Fig. 2p–u). We also detected occasional bridging of endothelial filopodia between LVs and veins in *Flcn*^*iΔEC*^ mice (Supplementary Fig. 2u), suggesting they somehow attracted each other. The EdU incorporation assay showed increased LEC but not VEC proliferation in *Flcn*^*iΔEC*^ mice (Fig. 2q–v). This hyper proliferation of LECs is likely responsible for lymphatic enlargement, and is caused by increased Vegfr3 expression (Supplementary Fig. 2m–o) enhancing ligand responsiveness.

**Fig. 2:**
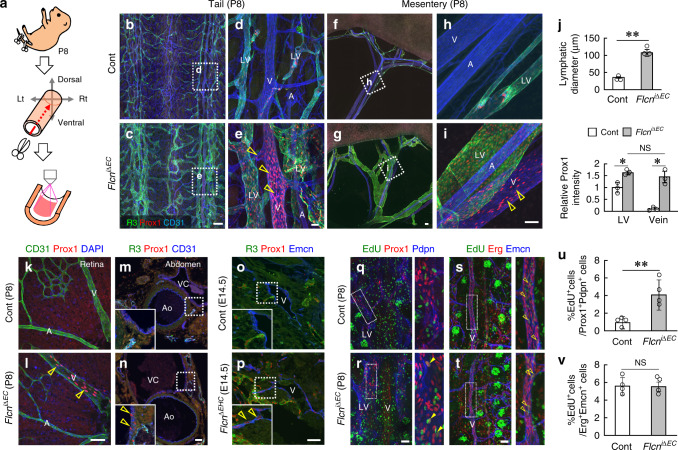
Flcn deficiency leads to ectopic Prox1 expression in veins. **a** Schematic diagram depicting the technique used to prepare whole-mount tail samples. **b–j** Tail or mesenteric whole-mount samples at P8, and quantification in tails (*n* = 3). *Flcn*^*iΔEC*^ mice show ectopic Prox1 expression (open arrowheads) in veins (V) and its branches. LV, lymphatic vessels; A, arteries. **k–p** Retinal whole-mounts or abdominal sections at P8 and embryonic sections at E14.5. *Flcn*^*iΔEC*^ and *Flcn*^*ΔEHC*^ mice show ectopic Prox1 expression (open arrowheads) in veins (V) but not arteries (A). VC vena cava, Ao abdominal aorta. **q–v** Immunohistochemical analysis of tail whole-mounts at P8 and quantification (*n* = 4). LVs show increased endothelial proliferation (closed arrowhead) in *Flcn*^*iΔEC*^ mice. Open arrowheads indicate proliferation in venous endothelial cells. Scale bars: 200 µm (**b, c, f, g**); 50 µm (**d, e, h, i, k–t**). **P < 0.01; *P < 0.05; NS not significant, ND not detected. Data are presented as the mean ± SD. The comparisons between the averages of the two groups were evaluated using the two-sided Student’s *t*-test. Source data are provided as a Source Data file.

### Flcn deficiency gives rise to lymphatic-biased venous endothelial cells

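The scRNA-seq data comprised 1 library of CD31+ mesenteric cells from control mice and 1 from *Flcn* iΔEC mice at P8, each made from the pooled cells of 3 mice that had received 40 μg of 4-hydroxytamoxifen per injection. There was no replicate, so no test was run, and every 95% interval given for these libraries covers counting error only. The libraries were made with a droplet-based kit that reads the 3′ end of transcripts and tags each RNA molecule with a unique molecular identifier (UMI). The authors deposited the UMI counts that Cell Ranger assigned to 28692 genes, without normalization. The control library held 6814 cells and 64639756 UMIs, with a median of 7283 UMIs and 2085 genes per cell. The *Flcn* iΔEC library held 4459 cells and 60805779 UMIs, with a median of 8587 UMIs and 2273 genes per cell. The libraries also differed in sex-linked genes, since Xist had 9 UMIs in the control and 63462 in the *Flcn* iΔEC library, and 4 Y-linked genes together had 15535 and 17 UMIs. All deposited cells were kept, including the 145 control cells (2.13%) and 40 *Flcn* iΔEC cells (0.897%) that the program Scrublet called doublets. Cells were clustered in Seurat, the package the paper names, with anchor integration of both libraries, 2000 variable features, 30 dimensions and a resolution of 0.8, values that the paper's text does not name. The 82 genes whose levels were to be reported were kept out of the clustering. UMIs were then summed over the cells of a group and scaled by the total of the group, as CPM, with exact Poisson intervals for counts and exact Clopper-Pearson intervals for shares of cells. Flcn (ENSMUSG00000032633), the deleted gene, lies on chromosome 11 of GRCm38 from 59791408 to 59810016. In all endothelial cells it stood at 10.2 CPM in the control library (140 counts) and 9.74 CPM in the *Flcn* iΔEC library (265 counts), a ratio of 0.955 (0.775 to 1.18). Its log2 ratio was -0.066 and moved most, to -0.040, with a clustering resolution of 1.6. Counts from the 3′ end of a transcript need not show the loss of an inner exon.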

To elucidate more precisely the cellular status, we employed single-cell RNA sequencing (scRNA-seq) on CD31^+^ cells isolated from the mesentery (Supplementary Fig. 3a, b). The Uniform Manifold Approximation and Projection (UMAP) of cells revealed interconnected distribution of gene expression profiles suggesting continuities and discontinuities between each cell type (Fig. 3a). Subsequent clustering analysis identified non-endothelial and six endothelial clusters (Fig. 3b, c) that could be assigned as capillary, venous, or arterial endothelial cells (one cluster each) or LECs (three adjacent clusters) based on the expression of known endothelial subtype markers (Fig. 3c, d; Supplementary Fig. 3c). 

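The cells of both libraries fell into 22 clusters. A cluster was called endothelial when at least 6 of 8 pan-endothelial markers were detected in at least 20% of its cells, and 6 clusters met this rule. They held 646 control cells, or 9.48% of that library (8.80 to 10.2), and 996 *Flcn* iΔEC cells, or 22.3% (21.1 to 23.6). Both shares moved most with the resolution of 1.6, to 8.51% and 20.5%. The 1642 endothelial cells were integrated and clustered again, which gave 14 clusters. Of these, 8 were named from lists of subtype markers, and the names carry the ending -like because the cluster labels of the paper were not used here. The marker lists were fixed beforehand, but the thresholds of the naming rule were set after the clusters had been seen. VEC-like cells formed 1 cluster with 72 control cells (11.1% of the endothelial cells) and 122 *Flcn* iΔEC cells (12.2%). LEC-like cells formed 4 clusters with 101 control cells (15.6%, 12.9 to 18.7) and 349 *Flcn* iΔEC cells (35.0%, 32.1 to 38.1). Arterial (AEC-like) cells formed 2 clusters with 100 control cells (15.5%) and 130 *Flcn* iΔEC cells (13.1%), and capillary-like cells 1 cluster with 107 (16.6%) and 41 (4.12%). Without integration, the share of capillary-like cells moved to 26.5% and 5.92%, and that of AEC-like cells in the control library to 8.02%. The naming rule left 266 control cells (41.2%) and 310 *Flcn* iΔEC cells (31.1%) without a name, and 44 further cells, all of the *Flcn* iΔEC library, were matched to the population behind Supplementary Data 1.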

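CD45 is encoded by Ptprc (ENSMUSG00000026395), on chromosome 1 from 138062861 to 138175708. Of the 16 clusters without endothelial identity, 10 had at least 1 Ptprc UMI in 50% or more of their cells, and these held 90.1% of the 9631 non-endothelial cells. To compare groups of unequal depth, each cell was thinned at random to 2000 UMIs, which left out the 366 control and 266 *Flcn* iΔEC non-endothelial cells with fewer UMIs, and 74 and 83 endothelial cells. After thinning, a Ptprc UMI was found in 66.1% (64.9 to 67.4) of control and 56.3% (54.6 to 58.0) of *Flcn* iΔEC non-endothelial cells. In endothelial cells, taken as the background, the shares were 7.17% and 4.71%. Over 1000 random draws the means were 65.7% and 56.2% in non-endothelial and 8.54% and 3.84% in endothelial cells. Without thinning, the shares rose to 89.9% and 83.4% in non-endothelial cells, whose median depth was 7095 and 7748 UMIs, and to 28.0% and 19.3% in endothelial cells, whose median depth was 14176 and 22538 UMIs. Summed over cells, Ptprc stood at 577 CPM in control and 405 CPM in *Flcn* iΔEC non-endothelial cells, against 78.9 and 28.3 CPM in endothelial cells. Unnamed endothelial cells, whose clusters had leading genes of blood cells or of the cell cycle, held most of this background. They held 1011 of 1083 control and 705 of 770 *Flcn* iΔEC endothelial counts. Ptprc stood at 7.51 and 1.87 CPM in VEC-like, 15.2 and 3.92 CPM in LEC-like, and 14.7 and 5.82 CPM in AEC-like cells.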

Most of the CD31^+^ non-endothelial cells were hematopoietic cells as they expressed CD45 (Supplementary Fig. 3c–e). 

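Prox1 (ENSMUSG00000010175) lies on chromosome 1 from 190118035 to 190170714. In VEC-like cells it stood at 51.2 CPM in the control library (40.3 to 64.2; 75 counts) and 152 CPM in the *Flcn* iΔEC library (139 to 167; 488 counts), a ratio of 2.98 (2.33 to 3.85). Its log2 ratio of 1.57 moved most, to 2.32, when a separate cluster described next was counted among the VEC-like cells, a choice made after the data were seen. That cluster was found by comparing every cluster outside the LEC-like class with the remaining VEC-like cells, and taking the one whose log fold changes correlated best with Supplementary Data 1 over 348 genes, without those kept out of the clustering. The correlation across genes was 0.994, and genes are not independent replicates. The next best cluster, at a finer resolution of 3, had r = 0.784 and held 8 control and 32 *Flcn* iΔEC cells. The best-matching cluster, called the counterpart here, held 44 cells, and Scrublet called 0 of them a doublet. These cells were the same at all 5 resolutions searched within the endothelial cells of the main setting. All 44 came from the *Flcn* iΔEC library, where they made up 4.42% (3.23 to 5.89) of the endothelial cells and 26.5% (20.0 to 33.9) of the VEC-like cells and the counterpart together. The control library had 0 of 646 endothelial cells in it, which allows a share of up to 0.464% at the limit of 3 counts and 0.569% by the Clopper-Pearson interval. A cluster from 1 library can reflect that library, and the libraries differed in sex-linked genes as well as genotype. In the other settings of the clustering, the matched cluster held 42 to 48 *Flcn* iΔEC cells and 0 control cells. Prox1 stood at 498 CPM in the counterpart (462 to 537; 681 counts), and at 698 CPM in control and 425 CPM in *Flcn* iΔEC LEC-like cells, a ratio of 0.61 (0.57 to 0.65). AEC-like cells, as the background, had 1.13 CPM (2 counts) and 3.56 CPM (11 counts). After thinning, a Prox1 UMI was found in 7 of 72 control VEC-like cells (9.72%, 4.00 to 19.0), 19 of 122 *Flcn* iΔEC VEC-like cells (15.6%, 9.64 to 23.2) and 25 of the 44 counterpart cells (56.8%, 41.0 to 71.7). Over the random draws the means were 9.16%, 15.8% and 57.9%. The intervals of both VEC-like groups overlap, so a difference in this share was not detectable at this depth. The background was 0 of 98 control AEC-like cells, with 2 left out, and 1 of 130 *Flcn* iΔEC AEC-like cells (0.769%). Without thinning, the shares were 50.0% and 57.4% in VEC-like cells, 97.7% in the counterpart, and 2.00% and 6.15% in AEC-like cells. Median depth was 15416 and 19811.5 UMIs in VEC-like cells, 12182 and 16753.5 in AEC-like cells, and 24722.5 in the counterpart. No control VEC-like cell had more than 6 Prox1 UMIs, a number that 19 *Flcn* iΔEC VEC-like cells and 30 counterpart cells exceeded. In that next best cluster, the 32 *Flcn* iΔEC cells, all VEC-like, held 83.6% of the Prox1 counts of its class, at 340 CPM (307 to 374), and its 7 control VEC-like cells stood at 98.1 CPM (52.2 to 168). Outside it Prox1 was not higher in the *Flcn* iΔEC library beyond counting error. In the larger sub-cluster it stood at 51.4 CPM (37.9 to 68.1) in 45 control and 40.6 CPM (31.2 to 51.8) in 71 *Flcn* iΔEC cells. In the smaller it stood at 35.2 CPM (19.3 to 59.1) in 20 control and 37.9 CPM (21.6 to 61.5) in 19 *Flcn* iΔEC cells.

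**Figure D1:**
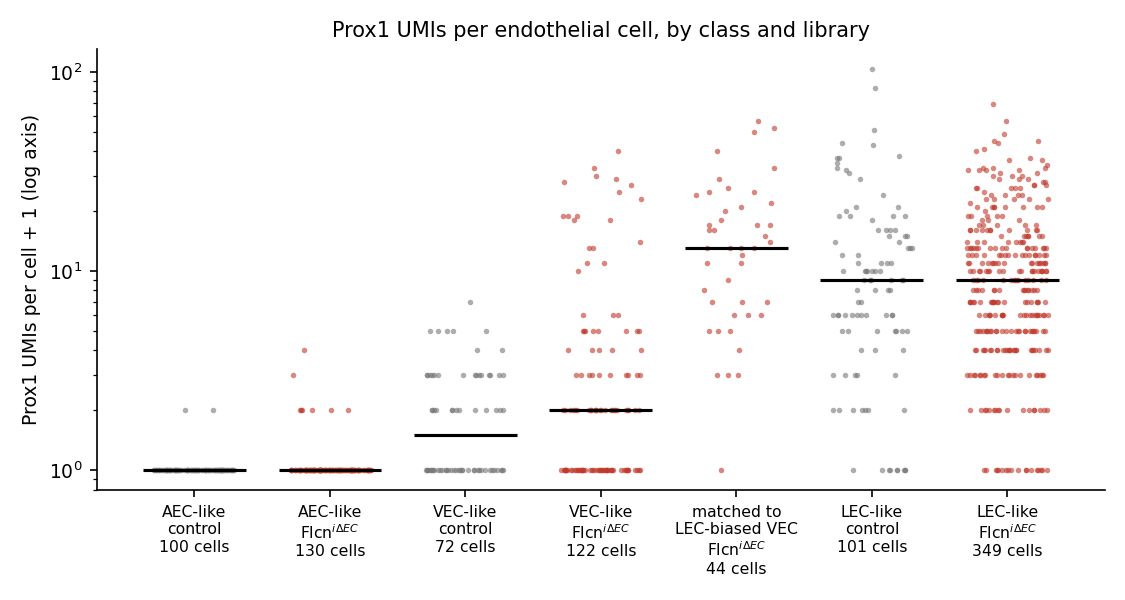
Prox1 UMIs per cell in VEC-like cells, the counterpart and LEC-like cells of each library, with 1 added to each count and a log axis. Each point is a cell and each line a median, which was 0.5 and 1 UMIs in control and *Flcn* iΔEC VEC-like cells, 12 in the counterpart, and 8 in LEC-like cells of both libraries.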

Notably, cells from *Flcn*^*iΔEC*^ but not control mice showed a unique cell population within VECs, which expressed Prox1 (Fig. 3e–i). Comparison of transcriptional profiles revealed that this Prox1^+^ VECs most resembled VECs and showed a transitional state between a venous and lymphatic endothelial fate in terms of those specific markers (Fig. 3j, k; Supplementary Fig. 4a). 

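Marker levels of the counterpart were compared with VEC-like and LEC-like cells of the *Flcn* iΔEC library alone. The 6 LEC markers named in Fig. 3k were summed. The sum in the counterpart was 2.79 times (2.54 to 3.06) that in VEC-like cells and 0.429 times (0.401 to 0.458) that in LEC-like cells. Prox1 supplied most of the 971 summed counts in the counterpart, so both ratios lean on this gene. Prox1, Flt4, Foxc2 and Itga9 were higher than in VEC-like cells beyond their counting intervals, and Lyve1 and Pdpn were not. The 3 VEC markers stood 0.854 times (0.791 to 0.921) as high as in VEC-like cells and 1.19 times (1.11 to 1.27) as high as in LEC-like cells. The LEC marker ratio to VEC-like cells moved most, to 3.16, when both libraries were used. Apart from Prox1, Flt4 (ENSMUSG00000020357), on chromosome 11 from 49609263 to 49652739, stood at 62.2 CPM (49.7 to 76.9), against 32.8 CPM (26.8 to 39.7) in VEC-like and 368 CPM in LEC-like cells. Pdpn (ENSMUSG00000028583), on chromosome 4 from 143267431 to 143299564, had 1 count in the counterpart and 0 in VEC-like cells, against 163 CPM in LEC-like cells. Lyve1 stood at 4.39 CPM (1.61 to 9.56) in the counterpart, 2.19 CPM (0.88 to 4.51) in VEC-like and 531 CPM in LEC-like cells. Foxc2 stood at 80.5, 29.1 and 49.7 CPM, and Itga9 at 64.4, 38.4 and 121 CPM in the same order. Both also belong to a list of 12 genes of vascular valves, whose median log2 ratio of the counterpart over VEC-like cells was 1.17. Of the VEC markers, Aplnr (ENSMUSG00000044338), on chromosome 2 from 85136225 to 85139923, stood at 5.86 CPM, against 228 CPM in VEC-like and 0.115 CPM in LEC-like cells. Nr2f2 stood at 341, 319 and 359 CPM and Ephb4 at 329, 245 and 211 CPM. Summed pan-endothelial markers of Fig. 3k stood 0.628 times as high as in VEC-like and 1.16 times as high as in LEC-like cells. Across the 1939 genes that entered the clustering, mean log-normalized expression of the counterpart correlated with that of VEC-like cells at r = 0.839 and with that of LEC-like cells at r = 0.840. The r was 0.659 for AEC-like, 0.570 for capillary-like and 0.327 for non-endothelial cells. Against single LEC-like clusters, r was 0.825, 0.826, 0.679 and 0.673, a comparison chosen after the data were seen. The correlation with VEC minus LEC (that is, VEC-like r minus LEC-like r) was -0.00093 and changed sign between settings, from -0.037 with both libraries to 0.0064 without integration. It was 0.014 against the single LEC-like cluster nearest to Supplementary Data 2. From the comparison of transcriptional profiles, the paper concludes that these cells most resembled VECs and, in terms of the specific markers, were in a transitional state between a venous and a lymphatic fate. The paper's correlations used all genes that were differentially expressed, a gene set other than the 1939 used here.

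**Figure D2:**
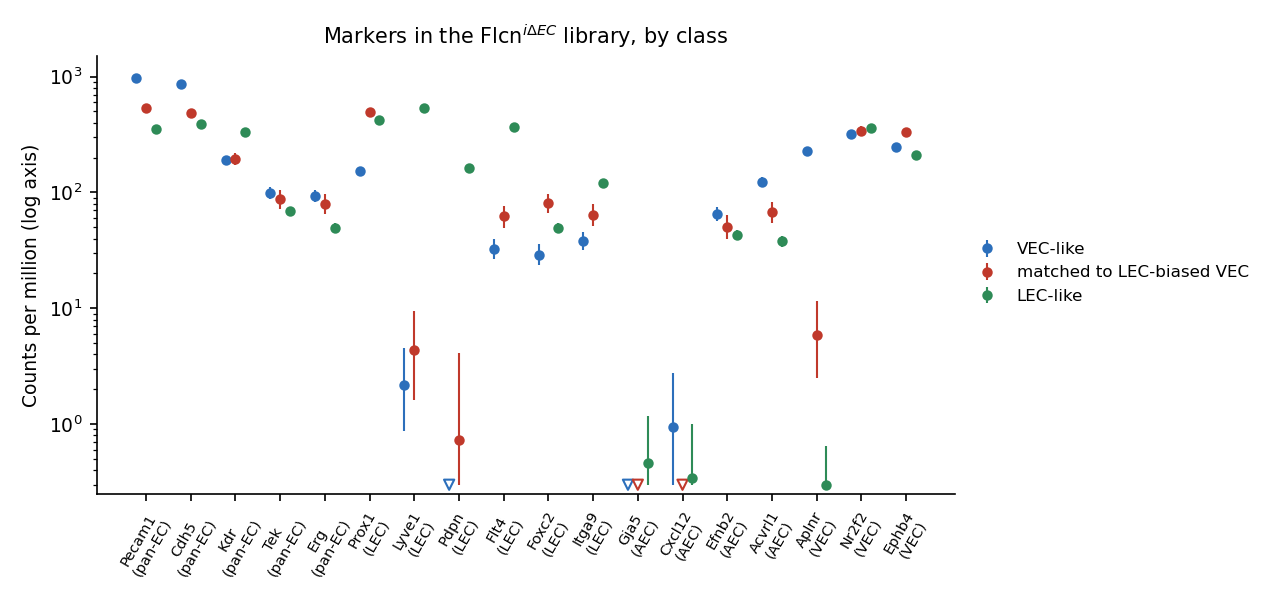
Levels in CPM, on a log axis, of the marker genes named in Fig. 3k in the counterpart, VEC-like cells and LEC-like cells of the *Flcn* iΔEC library. Points are summed counts, bars are exact Poisson 95% intervals, and open triangles mark 0 counts, such as Pdpn in VEC-like cells.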

Considering the elevated expression of mature lymphatic markers in veins of *Flcn*^*iΔEC*^ mice (Supplementary Fig. 2m–o) we named this population as LEC-biased VECs. Among those listed genes, we confirmed the upregulation of Cldn11 and downregulation of vWF in LEC-biased VECs, namely, VECs found in *Flcn*^*iΔEC*^ mice, by immunohistochemistry (Supplementary Fig. 4b–h). Extraction of genes characterizing the cluster of Prox1^+^ VECs did not highlight any gene specifically expressed in this cell population; rather, most were strongly expressed in VECs and LECs (Supplementary Fig. 4i, j; Supplementary Data 1 and 2). 

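The 30 genes of Supplementary Fig. 4j had all been kept out of the clustering. In the *Flcn* iΔEC library, 16 of the 30 had their highest level in the counterpart among the compared groups. The counterpart stood at least 2-fold above the higher of VEC-like and LEC-like cells for 8 of the genes, and at least 4-fold above it for 0. The largest ratio was 3.48, for H19, which stood at 1833 CPM in the counterpart, 144 CPM in VEC-like and 527 CPM in LEC-like cells. The median ratio to the higher of both classes was 1.26, and it moved most, to 1.197, with cells of at least 1000 UMIs and at most 10% mitochondrial UMIs. Both VEC-like and LEC-like cells stood at 100 CPM or more for 28 of the 30 genes, and both stood above non-endothelial cells for 29. At least 0.5 times the counterpart level was reached in VEC-like or LEC-like cells by 22 of the genes, and in both by 12.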

As confirmation, immunostaining revealed Prox1 expression in CoupTFII^+^Emcn^+^ VECs in *Flcn*^*iΔEC*^ mice (Fig. 3l).

**Fig. 3:**
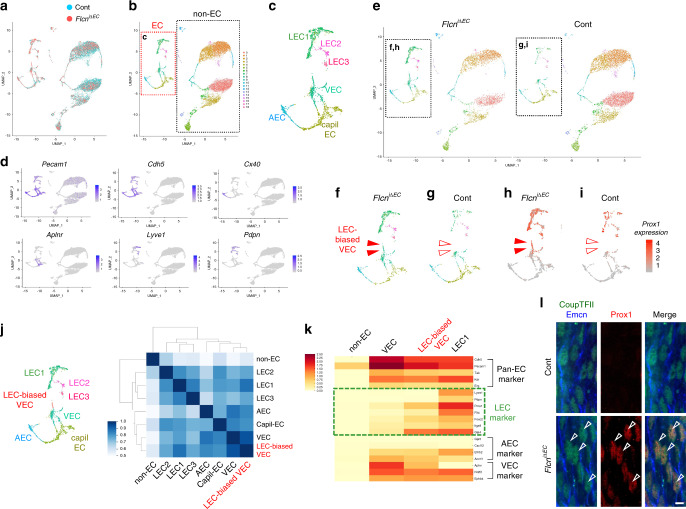
Flcn deficiency gives rise to lymphatic-biased venous endothelial cells. Single-cell RNA-seq of CD31^+^ cells from the mesentery at P8. Pooled CD31^+^ cells isolated from three mouse mesenteries per genotype. **a–c** UMAP plots showing 6814 control and 4459 *Flcn*^*iΔEC*^ cells corresponding to non-endothelial (non-EC), arterial endothelial (AEC), capillary endothelial (capilEC), venous endothelial (VEC), and lymphatic endothelial (LEC1–3) cells. Two datasets (control and *Flcn*^*iΔEC*^ cells) are integrated by identifying anchor genes. **d** UMAP plot combining control and *Flcn*^*iΔEC*^ cells showing expression of marker genes with enriched expression for each endothelial cluster. **e–i** UMAP plots showing cells from control and *Flcn*^*iΔEC*^ mice. The cluster of lymphatic-biased venous endothelial cells (LEC-biased VECs) is detected in *Flcn*^*iΔEC*^ (closed arrowheads) but not control (open arrowheads) mice. Panels **h, i** show the Prox1 expression levels as indicated by the color key. **j** UMAP plot indicating LEC-biased VECs and the Pearson correlation matrix of the average expression profiles of all subpopulations based on all differentially expressed genes. **k** Heatmap showing marker genes for LECs and other populations. Rows represent genes and columns represent cells. **l** Tail whole-mounts at P8. *Flcn*^*iΔEC*^ mice show ectopic expression of Prox1 in VECs (arrowheads). Scale bar: 5 µm.

### Ectopic Prox1 in veins accounts for the BV-LV misconnection in Flcn^iΔEC^ mice

In agreement with the lymphatic blood filling in *Flcn*^*iΔEC*^ mice, intracardiac injection of lectin revealed its influx into LVs, suggesting that somewhere BVs and LVs were mixed (Fig. 4a). In section specimens, LVs and veins shared a lumen perfused with lectin in *Flcn*^*iΔEC*^ mice (Fig. 4b–h). Transgenic overexpression of Prox1 in embryonic endothelial cells also resulted in similar blood-filled lymphatics (Fig. 4i–o**;** Supplementary Fig. 5). *Flcn*^*iΔEC*^ mice showed normal zipper-like junctions in LVs^2,26^, no abnormal recruitment of smooth muscle cells around LVs (Supplementary Fig. 6a–h). At P6, venous Prox1 expression and blood-filled lymphatics were already evident in *Flcn*^*iΔEC*^ mice without subcutaneous hemorrhage (Supplementary Fig. 6i–l). These data suggest that erythrocytes, which entered LVs, eventually extravasated from the inter-cellular gap between LECs. Next, we examined the lymphovenous valve (LVV) located at the venous angle as the cause of lymphatic blood filling. In immunohistochemistry of LVVs, we could not detect apparent abnormalities of the LVV structure including the two-layer structure of VECs and LECs in *Flcn*^*iΔEC*^ mice at P8 (Fig. 4p; Supplementary Fig. 6m–r). Under a stereo microscope, no apparent blood filling was observed in the thoracic ducts (TDs) of either control or *Flcn*^*iΔEC*^ mice (Supplementary Fig. 6s–v), suggesting impaired function of the LVV is less likely to be the cause of lymphatic blood filling in *Flcn*^*iΔEC*^ pups. Importantly, Prox1 deletion in endothelial cells normalized the phenotypes of *Flcn*^*iΔEC*^ mice (Fig. 4q–t), suggesting their aberrant Prox1 expression was causative. Interestingly, mice lacking Prox1 in endothelial cells showed absence of lymphatic valves, although they did not have apparent impairment in overall structures of lymphatic vascular networks in accordance with the strong expression of Prox1 in lymphatic valves at this stage. The LEC-specific *Flcn* deletion (*Flcn*^*iΔLEC*^) led only to lymphatic hyperplasia but not blood-filled LVs and lethality (Fig. 4u–z), suggesting that the latter phenotype in *Flcn*^*iΔEC*^ mice might be attributed to ectopic Prox1 expression in VECs.

**Fig. 4:**
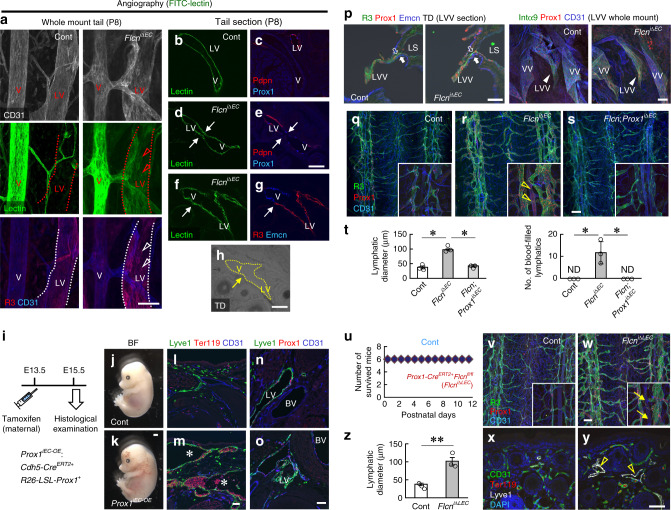
Ectopic Prox1 in veins accounts for the BV-LV misconnection in Flcn^iΔEC^ mice. **a–h** Whole-mount (**a**) or section (**b–h**) tail images taken after intracardiac lectin injection. *Flcn*^*iΔEC*^ mice show lectin perfusion into lymphatic vessels (LV) as well as veins (V) (arrowheads), and connection (arrows) between LVs and Prox1^+^ veins. **i** Protocol for tamoxifen injection into pregnant females. **j, k** Images of control and *Prox1*^*iΔEC-OE*^ mice at embryonic day E15.5. **l–o** Immunohistochemical analysis of coronal sections of E15.5 embryos. *Prox1*^*iEC-OE*^ embryos show enlarged and blood-filled lymphatic vessels (asterisks), Prox1 is expressed in blood vessels (BV) as well as lymphatic vessels (LV) in *Prox1*^*iEC-OE*^ embryos. **p** Section or whole-mount immunohistochemistry of left venous angle at P8. No apparent abnormality is detected in lymphovenous valves (LVV; closed arrowheads) including the two-layer structure of venous (open arrows) and lymphatic endothelial cells (closed arrows) in *Flcn*^*iΔEC*^ mice. LS lymph sacs, VV venous valves. **q–t** Tail whole-mounts at P8 and quantification (*n* = 3). Ectopic Prox1 expression (open arrowheads) in veins of *Flcn*^*iΔEC*^ mice is attenuated by Prox1 deletion. **u** Survival curve of control and *Flcn*^*iΔLEC*^ mice (each *n* = 6). **v–z** Immunohistochemical analysis of tail whole-mounts (**v, w**) and sections (**x, y**) at P8, and quantification (*n* = 3). *Flcn*^*iΔLEC*^ mice lack ectopic Prox1 expression in veins (arrows) and erythrocytes in LVs (open arrowheads). Scale bars: 200 µm (**q–s, v, w**); 50 µm (**a–h, l–p, x, y**). The comparisons between the averages of the two groups were evaluated using the two-sided Student’s *t*-test. **P < 0.01; *P < 0.05; ND, not detected. Data are presented as the mean ± SD. Source data are provided as a Source Data file.

### TFE3 binds the regulatory element of PROX1 directly

To determine the mechanism for Prox1 upregulation in *Flcn*^*iΔEC*^ mice we focused on Tfe3, which intracellular localization and degradation is well known to be regulated by Flcn^21,22^. In the wild-type tail skin, Tfe3 immunoreactivity was abundant in mesenchymal cells, but barely visible in BVs or LVs (Fig. 5a, b). However, the VECs and LECs in *Flcn*^*iΔEC*^ mice showed strong expression of Tfe3, which was localized in endothelial nuclei (Fig. 5c–l). The specificity of this staining was confirmed using *Tfe3* deficient mice (Supplementary Fig. 7a–d). Quantitative PCR analysis indicated that the mRNA expression of *Tfe3* in isolated BECs was not different between control and *Flcn*^*iΔEC*^ mice (Fig. 5m), suggesting nontranscriptional regulation like nuclear translocation and lysosomal degradation^21,22^ is responsible for increased Tfe3 immunoreactivity. In control veins, Tfe3 proteins were colocalized with RagC, suggesting that Flcn secludes Tfe3 in the cytoplasm by binding the GDP form of RagC/D (Fig. 5n–u; Supplementary Fig. 7e–n), as has previously been found in embryonic stem cells^17,21^. Analysis of scRNA-seq data showed expressions of *Flcn* and *Tfe3* were significantly higher in VECs than arterial endothelial cells (Supplementary Fig. 3f). This expression tendency might be, at least in part, the determinants for the VEC-inclined phenotype in *Flcn*^*iΔEC*^ mice. Similarly, LECs had more abundant expression of *Flcn* than arterial endothelial cells, but the expression of Tfe3 was comparable between them (Supplementary Fig. 3f), suggesting nontranscriptional regulation of Tfe3 like nuclear translocation and lysosomal degradation. 

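For comparisons between endothelial subtypes, the cells of both libraries were pooled, and each library was also taken alone. Flcn stood at 10.5 CPM in VEC-like cells (49 counts) and 6.79 CPM in AEC-like cells (33 counts), a ratio of 1.55 with an interval of 0.974 to 2.48 that includes 1. The ratio was 1.21 (0.451 to 3.23) in the control library and 1.64 (0.954 to 2.87) in the *Flcn* iΔEC library. At this depth, summed counts thus showed no difference in Flcn between VEC-like and AEC-like cells beyond counting error. The log2 ratio of Flcn was 0.63 and moved most, to 0.73, without integration. The paper took its comparison from Seurat, with shares of cells and P-values, which is another measure than summed counts. Tfe3 (ENSMUSG00000000134) lies on chromosome X from 7762560 to 7775202. It stood at 28.1 CPM in VEC-like cells (131 counts) and 19.8 CPM in AEC-like cells (96 counts), a ratio of 1.42 (1.08 to 1.87). Within the libraries the ratio was 1.58 (0.98 to 2.59) in the control and 1.34 (0.96 to 1.88) in the *Flcn* iΔEC library, and both intervals include 1. At least 1 Flcn UMI was found in 20.1% of VEC-like and 13.0% of AEC-like cells, and at least 1 Tfe3 UMI in 41.8% and 29.1%. Thinned to equal depth, the share with Flcn averaged 2.05% in VEC-like cells (0.515 to 4.12 in 95% of 1000 random draws) and 1.44% in AEC-like cells (0 to 3.07). For Tfe3 it averaged 5.02% (2.06 to 8.25) and 3.95% (1.75 to 6.14). These ranges overlap. The single draw used to compare settings gave 4.12% and 0.877% for Flcn, which is the upper end of the range in VEC-like cells, and 5.67% and 4.39% for Tfe3.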

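Flcn in LEC-like cells of both libraries stood at 10.5 CPM (110 counts), which was 1.55 times (1.04 to 2.36) the level of AEC-like cells. The ratio was 2.78 (1.31 to 6.42) in the control library and 1.27 (0.79 to 2.11) in the *Flcn* iΔEC library, where the interval includes 1. Tfe3 in LEC-like cells stood at 18.4 CPM (192 counts), or 0.93 times (0.72 to 1.199) the AEC-like level, with 1.24 in the control and 0.85 in the *Flcn* iΔEC library. Its log2 ratio over both libraries changed sign, from -0.11 to 0.017, when all 2000 variable features entered the clustering. A UMI of Flcn was found in 21.8% of LEC-like cells and a UMI of Tfe3 in 30.0%. After thinning, the shares of LEC-like cells averaged 2.34% (1.16 to 3.70) for Flcn and 3.57% (1.85 to 5.32) for Tfe3 over the random draws. The single draw gave 1.62% and 5.32%, the latter at the upper end of its range.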

We performed chromatin immunoprecipitation sequencing (ChIP-seq) analysis using HK-2 cells. We found that TFE3 bound to the 150 bp genomic sequence just upstream of the transcription start site of PROX1 (hereafter referred to as PROX1^−^0.15 kb; Fig. 5v), which is distinct from the previously identified binding regions for Sox18, Gata2, FoxC2, and Nfatc1^27,28^. PROX1-0.15 kb has two E-box (enhancer box) sequences, suggesting a function as a regulatory element driven by a bHLH transcription factor (Fig. 5w). Indeed, doxycycline-induced TFE3 overexpression in HEK293 cells increased the expression of PROX1 (Fig. 5x), although the late induction of PROX1 may suggest the contribution of some indirect effect. The luciferase reporter assay confirmed the significance of E-box sequences located in PROX1-0.15 kb during TFE3-driven PROX1 transcription (Fig. 5y).

**Fig. 5:**
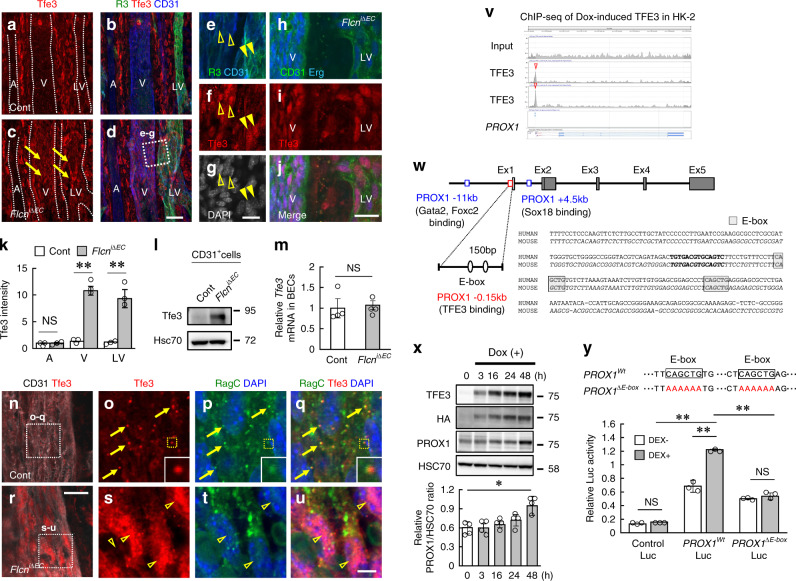
TFE3 binds the regulatory element of PROX1 directly. **a**–**k** Tail whole-mounts at P8 and quantification (*n* = 3). Endothelial cells in veins (V) and lymphatic vessels (LV) but not arteries (A) of *Flcn*^*iΔEC*^ mice show strong expression of Tfe3 (arrows), which localizes in venous (open arrowheads) and lymphatic endothelial (closed arrowheads) nuclei. **l** Western blot analysis of CD31^+^ cells isolated from the mesentery at P8. **m** Quantitative PCR analysis of *Tfe3* expression in Pdpn^-^LYVE1^-^CD31^+^ blood endothelial cells (BECs; *n* = 4). **n–u** Images of venous area in tail whole-mounts at P8. Tfe3 proteins are colocalized with RagC (arrows) in control mice, and translocate into nuclei (open arrowheads) in *Flcn*^*iΔEC*^ mice. **v** Results from two biological HA-TFE3 ChIP-seq in HK-2 cells showing a peak at around 150 bp upstream of the transcription start site of PROX1. **w** Schematic demonstrating location of the PROX1-0.15 kb regulatory element relative to the *PROX1* gene and arrangement of known transcription factor binding sites. **x** Western blotting of HEK293 cells stably transfected with doxycycline-induced TFE3 and quantification of relative intensity of PROX1/HSC70 (*n* = 4). **y** Luciferase reporter assay using HEK293A cells stably expressing dexamethasone-activatable TFE3-glucocorticoid receptor fusion proteins and a 2000 bp fragment of the 5’ region of the human Prox1 gene, with or without a mutation in the E-box sequences. Luciferase activity was quantified using a Dual-Luciferase Reporter Assay System (*n* = 3). Scale bars: 50 µm (**a–d**); 20 µm (**e–j, n, r**); 5 µm (**o–q, s–u**). The comparisons between the averages of the two groups were evaluated using the two-sided Student’s *t*-test. **P < 0.01; *P < 0.05; NS not significant. Data are presented as the mean ± SD. Source data are provided as a Source Data file. Unprocessed original scans of blots are shown in Source Data file.

### Flcn suppresses Prox1 expression through Tfe3

We used human umbilical vein endothelial cells (HUVECs) to analyze the functional role of TFE3 in FLCN-regulated PROX1 expression in endothelial cells. ChIP analysis of HUVECs confirmed that endogenous TFE3 binds PROX1-0.15 kb (Fig. 6a, b). Next, we performed the same ChIP assay on HUVECs treated with small interfering (si)RNAs targeting *TFE3*, confirming that this binding occurred specifically in endogenous TFE3 (Fig. 6c, d). To evaluate the impact of the FLCN-TFE3 axis on the expression of PROX1, we knocked down *FLCN* with or without *TFE3* in HUVECs. We found si-*FLCN* significantly increased *PROX1* transcription, and its effect was normalized by si-*TFE3* (Fig. 6e, f, g). Supporting this observation, with si-*FLCN* treatment, TFE3^+^ cells largely correspond to PROX1^+^ cells (Fig. 6h–m). *Tfe3* deletion in vivo completely normalized blood-filled LVs, and partially normalized the lymphatic hyperplasia of *Flcn*^*iΔEC*^ mice (Fig. 6n–w). Flcn is reported to negatively regulate PGC1α and mitochondrial biogenesis in several organs, and biochemically functions in association with mTORC1^14,17,21,29^. Moreover, Prox1 expression is suppressed by rapamycin in a lymphangiectasia model^30^, suggesting some interaction among Prox1, mTor, and Flcn. We, therefore, created mice with deleted *Flcn* and deleted *Pgc1α* or *Mtor* in endothelial cells (*Flcn;Pgc1α*^*iΔEC*^ and *Flcn;Mtor*^*iΔEC*^), but the phenotype of these deficient mice was indistinguishable from that of *Flcn*^*iΔEC*^ mice (Supplementary Fig. 8).

**Fig. 6:**
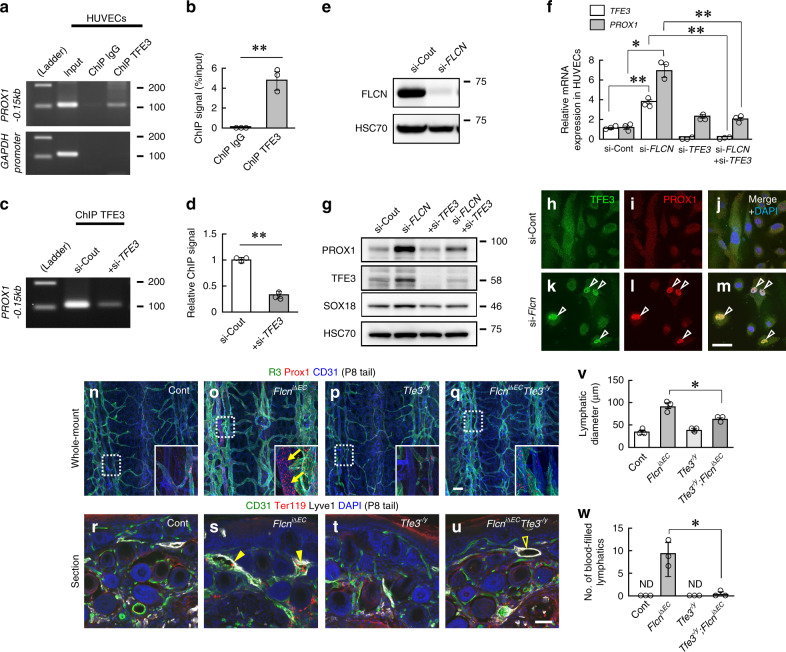
Flcn suppresses Prox1 expression through Tfe3. **a, b** ChIP analysis of HUVECs to measure/quantify binding of endogenous TFE3 to PROX1-0.15 kb (*n* = 3). **c–d** ChIP analysis of HUVECs treated with or without si-*TFE3* and quantification (*n* = 3). **e** Western blotting of HUVECs treated with or without si-*FLCN*. **f** Quantitative PCR analysis (*n* = 3) of HUVECs treated with si-*FLCN* with or without si-*TFE3*. **g** Western blotting of HUVECs treated with si-*FLCN* with or without si-*TFE3*. **h–m** Immunocytochemistry of HUVECs. PROX1^+^ cells largely correspond to TFE3^+^ cells (arrowheads). **n–w** Immunohistochemical analysis of tail whole mounts (**n–q**) or sections (**r–u**) at P8 and quantification (*n* = 3). Venous Prox1 expression (arrows) and blood-filled lymphatics (closed arrowheads) are detected in *Flcn*^*iΔEC*^ mice. Hyperplastic LVs in *Flcn*^*iΔEC*^*Tfe3*^*-/y*^ are not blood-filled (open arrowhead). Scale bars: 200 µm (**n–q**); 50 µm (**h–m, r–u**). The comparisons between the averages of the two groups were evaluated using the two-sided Student’s *t*-test. **P < 0.01; *P < 0.05; ND not detected. Data are presented as the mean ± SD. Source data are provided as a Source Data file. Unprocessed original scans of blots are shown in Source Data file.

### FLCN haploinsufficiency causes lymphatic blood filling in humans

Next, samples from three BHD patients with pathogenic germline variants of *FLCN* were examined histologically. Lung specimens showed significantly more LVs than normal lungs or non-BHD (nonspecific) bullae (Fig. 7a–d). In BHD lung specimens, some D2-40^+^PROX1^+^CD31^+^LVs were filled with blood, and ectopic PROX1 expression in D2-40^-^VECs was detected (Fig. 7e–g). In addition, total lung lysates from BHD lungs showed increased expression of TFE3 and PROX1 (Fig. 7h). Fluorescent immunohistochemical staining revealed that TFE3 was indeed detectable in nuclei of PROX1^+^D2-40^-^ VECs from BHD patients (Fig. 7i–n).

**Fig. 7:**
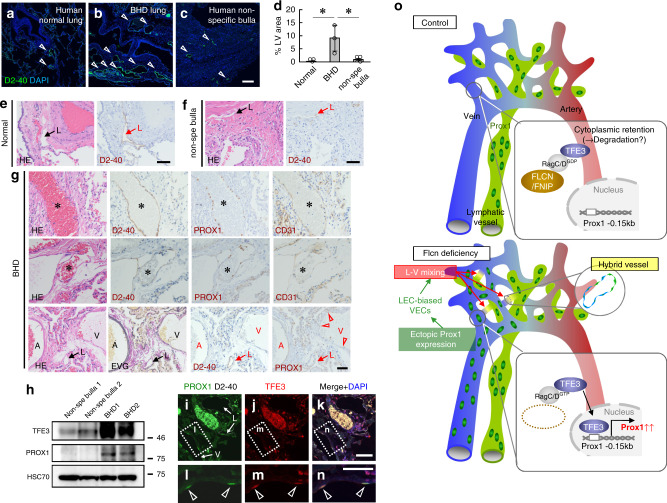
FLCN haploinsufficiency causes lymphatic blood filling in humans. **a–d** Immunohistochemical analysis and quantification (*n* = 3 in each group). Lungs from BHD patients show increased LVs (arrowheads). **e–g** Immunohistochemical analysis of serial sections. Lungs from BHD patients show blood-filled LVs (asterisks), and Prox1 expression in veins (V; arrowheads) as well as in LVs (L). **h** Western blot analysis of human lung samples. **i–n** Immunofluorescence analysis. Lungs from BHD patients show expression of Prox1 and TFE3 in D2-40^−^veins (V; arrowheads) as well as in LVs (L). **o** Proposed model for the separation of blood and lymphatic systems. Scale bars: 200 µm (**a–c**); 50 µm (**e–g, i–n**). The comparisons between the averages of the two groups were evaluated using the two-sided Student’s *t*-test. *P < 0.05. Data are presented as the mean ± SD. Source data are provided as a Source Data file. Unprocessed original scans of blots are shown in Source Data file.

## Discussion

In this study, we found that strict limitation of plasticity between LECs and VECs governed by the FLCN-TFE3 pathway ensures the segregation of the lymphatic and blood circulatory systems. FLCN, as a complex with FNIP1/2, acts as a GAP for RagC/D and secludes TFE3 in the cytoplasm^21^. In our study of deficient mice, without *Flcn*, Tfe3 was translocated into the nucleus and ectopically upregulated Prox1 by binding to its promoter through the E-box in VECs (Fig. 7o).

Genetic regulators of Prox1 have been intensively studied. Sox18 directly activates Prox1 transcription by binding to its proximal promoter 4.5 kb downstream from the transcription start site (Prox1 + 4.5 kb)^27^. In addition, a putative enhancer element of Prox1 (–11 kb upstream enhancer element) is bound by Gata2, Foxc2, and Nfatc1^28^, genes identified to be important for lymphatic development^31,32^. Considering that *Tfe3*-knockout mice do not show lymphatic defects, Tfe3 binding to the Prox1^−^0.15 kb might be dispensable for normal development, but may have an important role in pathological settings, in particular when Tfe3 is abnormally activated.

Mature LEC markers like Pdpn and Vegfr3 were slightly upregulated in LEC-biased VECs in *Flcn*^*iΔEC*^ mice, but were far weaker than in their LECs, suggesting Prox1 expression is not sufficient to fully convert VECs to LECs. Such an ambiguous endothelial population exists in the interface of BV-LV junctions. In the budding process of initial lymphatics, bipotential Prox1^+^ precursor cells in veins asymmetrically divide into two daughters; one becomes Prox1^high^ LECs, which start to express mature LEC markers, and the other downregulates Prox1 and remains in the vein^33^. In the lymphovenous valve, Prox1^+^ endothelial cells line on both sides of the valve, but the mature LEC markers were only expressed on the lymphatic side^4^, suggesting LEC-baised VECs have an affinity to bona fide LECs.

We suppose this Flcn function is not related to tumor suppressor activity, but is related to the regulatory function of the stem cell pluripotency and quiescence^21,22,34^. Our data indicate Flcn acts as a gatekeeper limiting the plasticity in committed endothelial cells between venous and lymphatic ones. As lymphatic endothelial cells differentiate from venous ones^6,7^, our data fit with the concept that Flcn orchestrates the differentiation status of various cells through nuclear translocation of Tfe3.

In the future, it is quite interesting to analyze the relevance of our data in mice to human BHD pathology, in particular the possibility that bialleic *FLCN* inactivation occurs in VECs of BHD lungs. Otherwise, monoalleic *FLCN* inactivation might be sufficient to render VECs vulnerable to environmental alterations such as bullae formation caused by epithelial damage. Affected VECs might be readily biased to LECs.

Overall, the data presented herein identify the fundamental molecular mechanism that maintains separation of the blood and lymphatic vascular systems. These findings may provide the foundation for the development of novel therapeutic approaches for human lymphatic disorders as well as to prevent cancer metastasis.

## Methods

### Mouse and matings

Animal experiments were approved by the regional animal study committees (Keio University) and were performed in accordance with the Guidelines of Keio University for Animal and Recombinant DNA experiments. The *Tie2–Cre*^24^, *Prox1-Cre*^*ERT2*^^7^, *Prox1-flox*^35^, *Pgc1α-flox*^36^, *Tfe3*^*+/-*^^37^, *CAG-LSL-EGFP*^38^, *Cdh5-BAC-Cre*^*ERT2*^^39^, and *Flcn*^*−*^*flox*^40^ mice have been described previously. *mTor-flox* mice were obtained from the Jackson Laboratory (Stock No: 011009). All mice were crossed with C57BL/6 J mice more than eight times and maintained. For analysis of phenotypes, embryos and neonates of both sexes were used. For neonatal experiments of the tamoxifen-inducible expression of Cre, 4-hydroxytamoxifen (40 μg) was subcutaneously injected at P2, P3.5, P5, and P6.5. To create mice harboring the *Tie2–Cre*-specific deletion, a *Cre*^*het*^*Flcn*^*flox/+*^ male was mated with *Flcn*^*flox/flox*^ females to avoid germline expression of *Tie2–Cre*. For inducible double knockout of *Flcn* and *Tfe3* in endothelial cells, a *Cdh5-BAC*-*Cre*^*ERT2het*^*Flcn*^*flox/flox*^ male was crossed with *Flcn*^*flox/+*^*Tfe3*^*+/-*^ females. As *Tfe3* is an X-linked gene, male pups with one mutant allele (*Tfe3*^*-/y*^) were used for Tfe3-null mice. Otherwise, both sexes were used for parental Cre/Cre^ERT2^.

### Generation of R26-LSL-Prox1 mice

A mouse Prox1 coding sequence with 5’ FLAG-tag was obtained from the pcDNA3-FLAG-Prox1 vector (kindly provided by Dr. Tetsuro Watabe, Tokyo Medical and Dental University) using restriction enzymes EcoRI and Xhol. This FLAG-Prox1 sequence was inserted into the pAi9 vector (Addgene #22799) via the FseI restriction sites to replace the tdTomato sequence. PGK/DTA was removed from this modified pAi9 vector (hereafter *R26-LSL-Prox1*) using Kpnl and AvrII. This construct was knocked into the mouse Rosa26 locus using the CRISPR/Cas9 method. Briefly, the beginning and end of the long and short Rosa26 homologous arms were mapped by aligning with the mouse genome database. A CRISPR sgRNA (CGCCCATCTTCTAGAAAGAC) was designed to cut the Rosa26 locus between the long and short homologous arms. The R26-LSL-Prox1 construct (10 ng/μl) was co-microinjected along with Cas9 mRNA (50 ng/μl) and sgRNA (20 ng/μl) into the pronuclei of fertilized mouse eggs. After culturing the injected embryos overnight in M2 medium at 37 °C/5% CO_2_, embryos that had reached the 2-cell stage of development were implanted into the oviducts of pseudopregnant foster mothers. Mice born to the foster mothers were genotyped by PCR using Flox primers Prox1^−^Fw, 5’-TGAGTCCTTAGACTTGACTCG-3’ and Prox1-Rv, 5’-CACGTCCGAGAAGTAGGTC-3’. The PCR comprised 34 cycles as follows: 30 sec at 95°C, 1 min at 58°C, 30 sec at 72°C, followed by 5 min of terminal elongation at 72 °C. Correct homologous recombination of the 5’ homology arm of the targeting vector into Rosa26 was confirmed by PCR using primers F1 and R1: F1, 5’-CGCCTAAAGAAGAGGCTGTG-3’; R1, 5’-ATGGGGAGAGTGAAGCAGAA-3’. This PCR consisted of 34 cycles as follows: 30 sec at 94 °C, 1 min at 62.5 °C, 2 min at 65°C, followed by 10 min of terminal elongation at 65 °C. Homologous recombination of the 3’ vector arm was confirmed by PCR using primers F2 and R2: F2, 5’-AGGGGATCCGCTGTAAGTCT-3’; R2, 5’-CAAGCACTGTCCTGTCCTCA-3’. This PCR consisted of 34 cycles as follows: 30 sec at 94 °C, 45 sec at 62.5 °C, 4.5 min at 65 °C, followed by 10 min of terminal elongation at 65 °C. PCR reactions confirming correct homologous recombination were carried out using a LongAmp Taq PCR Kit (NEB, Cat# E5200S), according to the manufacturer’s protocol. The mice can be obtained from Dr. Yoh-suke Mukouyama ().

### Preparation of whole-mount and section tissues

For preparation of whole-mount tail samples, the distal half of the tail was cutoff and an incision made in the ventral side with a scalpel. The coccyx and muscles were surgically removed and then the samples were flattened for 10 min in 4% paraformaldehyde (PFA) in PBS. To prepare whole-mount skin samples from embryos, cutaneous tissues were removed from underlying muscles and flattened for 10 min in 4% PFA/PBS. For preparation of whole-mount mesenteric samples, intestines were unfolded ‘to complete the wheel’, according to a previous paper^41^. Isolated tails, skins, and mesenteries were re-fixed overnight before staining with antibodies. For section specimens, tissues were dissected out from mice and fixed overnight in 4% PFA in PBS. All whole-mount or section tissues were stained as described below.

### Immunostaining

Immunohistochemical staining of whole-mount samples and tissue sections was performed as described previously^42^. The primary monoclonal antibodies used were hamster anti-mouse CD31 (Chemicon, Temecula, CA, USA, MAB1398Z; 1:1,000), rat anti-mouse CD31 (BD Biosciences; Franklin Lakes, NJ, USA, MEC13.3; 1:500), anti-mouse CD45 (BD Biosciences; 550539; 1:500), anti-COUP-TFII (Perseus Proteomics; Tokyo, Japan, H7147; 1:100), anti-Endomucin (Santa Cruz; Santa Cruz, CA, USA; sc-65495; 1:500), anti-Ter119 (R&D Systems, Minneapolis, MN, USA, MAB1125; 1:1,000), and anti-D2-40 (Nichirei, Tokyo, Japan, 413451; 1:1). The primary polyclonal antibodies used were as follows: GFP-Alexa Fluor 488-conjugated (Molecular Probes, Eugene, OR, USA, A21311; 1:500), rabbit LYVE-1 (RELIATech, Braunschweig, Germany; 103-PA50AG; 1:1000), goat LYVE-1 (R&D systems; AF2125; 1:200), Vegfr3 (R&D; AF743; 1:1000), mouse Prox1 (Angiobio; San Diego, CA, USA, 11-002 P; 1:500), human Prox1 (R&D systems; AF2727; 1:500), Podoplanin (MBL; Woburn, MA, USA; D190-3; 1:500), Tfe3 (Sigma–Aldrich, Saint Louis, MO, USA, HPA023881; 1:500), Cx40 (Alpha Diagnostic; San Antonio, TX, USA; 1:500), Erg (Abcam; Cambridge, UK, ab92513; 1:2,000), Cldn11 (Abcam; ab53041; 1:1,000), vWF (Abcam; ab6994; 1:500), and human CD31 (Agilent Technologies, Santa Clara, CA, USA, 1:50). Secondary antibodies used were Alexa Fluor 488-conjugated IgGs (Molecular Probes, A11034, A11006, A11055; 1:500) or Cy3/Cy5 DyLight549/DyeLight649-conjugated IgGs (Jackson ImmunoResearch, West Grove, PA, USA, 711-165-152, 112-165-167, 127-165-160, 711-605-152, 112-605-167, 127-605-160; 1:500). For nuclear staining, specimens were treated with 4’,6-diamidino-2-phenylindole (DAPI; Molecular Probes, D-1306). For double labeling with primary rabbit antibodies, the conjugated Fab fragments method was used (https://www.jacksonimmuno.com/technical/products/protocols/double-labeling-same-species-primary/example-a). Briefly, an excess amount of Alexa Fluor 488-conjugated AffiniPure Fab fragment donkey anti-rabbit IgG (Jackson ImmunoResearch, 711-547-003; 1:100) was applied to achieve effective blocking of the first primary antibody. To analyze cell proliferation in vivo, an EdU incorporation assay using Click-iT EdU Imaging Kits (Invitrogen) was performed according to the manufacturer’s instructions. Briefly, 50 μl of EdU dissolved in DMSO/PBS (final concentration, 0.5 mg/ml) was injected intraperitoneally into P8 mice 6 h before sacrifice.

### Angiography and lymphangiography

For angiography, 50 μl of fluorescent tomato lectin (1 mg/ml; Vector Laboratories; Burlingame, CA, USA) in PBS was injected into the left cardiac ventricle and allowed to circulate for 3 min. For lymphangiography, FITC-dextran (10 mg/ml; MW 2000 kDa; Sigma–Aldrich) in PBS (20 μl) was injected into the subcutaneous tissues of both hindlimbs. TDs were imaged 2 h later.

### Cell culture

HUVECs were cultured in EGM-2 medium (Cambrex, East Rutherford, NJ). HEK293 cells were cultured in DMEM supplemented with 10% fetal bovine serum (FBS). HK-2, a human kidney proximal tubule cell line, which expresses hemagglutinin (HA)-TFE3 in a doxycycline-dependent manner, was generated by two sequential lentiviral transductions using a Tet-On 3 G System (Clontech) and cultured in Advanced DMEM/F12 medium with 1.5% Tetracycline-Free FBS (Clontech), penicillin^−^streptomycin (100 U/ml), and selection antibiotics, 2 μg/ml blasticidin S and 0.8 μg/ml puromycin. For RNA interference, HUVECs were washed once with OptiMEM (Life Technologies) and transfected with 40 nM siRNA Duplex (Sigma–Aldrich) using 6 μl/ml Lipofectamine RNAiMAX (Invitrogen) in OptiMEM according to the manufacturer’s instructions. After 24 h, the transfection medium was removed, and complete culture medium was added. Cells were cultured for a further 96 h and subsequently a second transfection was performed before each experiment. The FlexiTube GeneSolution was used for *FLCN* (SI03048402, QIAGEN, Hilden, Germany) and ON-TARGETplus siRNA for *TFE3* (L-009363-00-0005, Dharmacon, Cambridge, UK). As a control, a siRNA-negative control duplex oligonucleotide (ThermoFisher Waltham, MA) was used.

### Cell isolation using Dynabeads

The mesenteric tissues were incubated for 30 min at 37 °C in DMEM containing 1% collagenase D (from *Clostridium histolyticum*; Sigma–Aldrich, Saint Louis, MO), 1 U/ml dispase (ThermoFisher) and 1 U/ml DNase (Invitrogen, Carlsbad, CA) before cells were dissociated by gentle trituration. Cells were isolated using Dynabeads (Veritas; Tokyo, Japan), according to the manufacturer’s instructions. To isolate LECs with Lyve1^+^ macrophages, dissociated cells were incubated simultaneously with an anti-Pdpn antibody (MBL) preconjugated to Dynabeads M-280 anti-Rabbit IgG (DB11203; Veritas) and an anti-LYVE-1 antibody (RELIATech) preconjugated to Dynabeads M-450 anti-Rat IgG (DB11035; Veritas); cells were positively selected (a mix of Pdpn^+^Lyve1^−^, Pdpn^-^Lyve1^+^ and Pdpn^+^Lyve1^+^ cells). To isolate BECs, Pdpn^-^LYVE1^-^ cells were subsequently incubated with an anti-CD31 antibody (BD Biosciences) preconjugated to Dynabeads M-450 anti-Rat IgG, and positively selected as Pdpn^-^LYVE1^-^CD31^+^ cells. For single-cell RNA sequencing, CD31^+^ cells were isolated using a biotinylated CD31 antibody (BioLegend, San Diego, CA, USA, BL102504) preconjugated to magnetic beads using a Dynal CELLection Biotin Binder Kit (DB11533; Veritas). The beads were then dissociated from isolated cells using DNase to cut the DNA linker between antibody and beads according to the manufacturer’s instructions.

### Single-cell RNA sequencing

At P8, CD31^+^ cells were isolated from the mesentery of three mice per genotype using Dynabeads (Veritas). Libraries were constructed using a commercial microdroplet-based platform, Chromium Single Cell 3’ v3 (10×Genomics, Pleasanton, CA) according to the manufacturer’s instructions. A HiSeq3000 platform (Illumina, San Diego, CA) was used to generate 28 and 91 base paired-end reads. RNA-seq tags from the Chromium experiments were aligned using Cell Ranger 3.0 software (10×Genomics). Using Cell Ranger, sequences with low quality and PCR duplicates were removed. The scRNA-seq data were processed and analyzed by Seurat package v3.5.2^43^. UMAP was used for the dimensionality reduction that captures both local and global structure in scRNA-seq data. Clusters were visualized in two dimensions as feature or violin plots, and annotated based on the expression of canonical endothelial subtype markers. Clustering itself does not include any supervison such as excluding specific genes or cell populations, but the determination of cell types such as LECs, VECs, AECs was arbitrarily conducted based on the known expression profiles of marker genes. Hierarchical clustering was performed by the Euclidean distance and group average method. Gene expression was averaged in each cluster and the correlation matrix calculated by Pearson correlations. The heatmap was created using the pandas v0.22.0, seaborn v0.8 package. To construct the lists of genes up- or downregulated in LEC-biased VECs, differentially expressed genes were extracted using the Wilcoxon Rank Sum test in the Seurat package. To select genes characterizing the cluster of LEC-biased VECs, genes differentially expressed when compared with all other clusters were extracted using the Seurat package.

### Quantitative real-time RT-PCR analysis

Total RNA was prepared from cultured cells or mouse blood endothelial cells (Pdpn^-^LYVE1^-^CD31^+^) isolated from the mesentery using Dynabeads as described above. Reverse transcription was performed using Superscript II (Invitrogen). Quantitative PCR assays were performed on an ABI 7500 Fast Real-Time PCR System using TaqMan Fast Universal PCR master mix (Applied Biosystems) and TaqMan Gene Expression Assay Mix with mouse *Tfe3* (Mm00552681_m1), human *PROX1* (Hs00160463_m1), or *TFE3* (Hs00232406_m1). A mouse *β-Actin* (Mm00607939_s1) or a human *β-ACTIN* (Hs00357333_gl) assay mix served as an endogenous control. Data were analyzed using 7500 Fast System SDS Software 1.3.1 (Applied Biosystems). Each experiment was performed with four replicates from each sample and the results were averaged.

### Genomic PCR and RT-PCR analysis

Detection of *Flcn* mutant alleles by genomic PCR was performed using three primer sets to amplify floxed (292 bp PCR product) and deleted (392 bp PCR product) *Flcn* alleles: P1, 5’-GTTGTCTGGAGTGCTACTTAGTCAGG-3’; P2, 5’ -CAACACCCCAGCATCCAG-3’; and P3, 5’-CAGCTCCCTCTACCCAGACA-3’. All primer sequences are listed in Supplementary Data 3.

### Confocal microscopy

Fluorescent images were obtained using a confocal laser scanning microscope (FV1000; Olympus, Tokyo, Japan). Quantification of cells or parameters of interest was conducted in a 1250 × 1250 µm field of view for vessel density and %LV area, and a 200 × 200 µm field of view for counting EdU^+^ cells using FV10-ASW 3.0 Viewer (Olympus). To quantify the fluorescent intensity of indicated antibodies (Tfe3, CD31, Pdpn, Vegfr3, and Lyve1) using the Image J software (NIH, Bethesda, MD, USA), we measured the “Mean” values in randomly chosen four 50 × 50 µm fields of view in each image and were averaged. Blood-filled lymphatics were counted as the number of cross sections of LV tubes containing one or more erythrocyte in the entire embryo or tail section in scanned images. To get the serial images for z-stack slices, multiple slices horizontally imaged from the same field of view at 0.3-μm intervals were captured.

### Western blotting

Western blot analysis of cultured cells or human lung samples was performed as described elsewhere^33^. The primary antibodies used were against TFE3 (Sigma–Aldrich, HPA023881; 1:1,000), HA (Sigma–Aldrich, H6908; 1:2,000), PROX1 (Merck, 07-537; 1:1,000), SOX18 (Santa Cruz, sc-166025; 1:500), Histone H3 (Cell Signaling, 9715 S; 1:2,000), FLCN (Cell Signaling, 3697, 1/1000), and HSC70 (Santa Cruz, sc-7298; 1:500).

### ChIP sequencing analysis

HA-TFE3 inducible HK-2 cell lines were cultured with 200 ng/ml doxycycline for 24 h, and cross-linked with 1% formaldehyde at room temperature for 5 min followed by incubation with 125 mM glycine. Nuclei preparation, chromatin digestion by micrococcal nuclease, chromatin immunoprecipitation with anti-HA antibody (3F10, Roche), and DNA purification were performed with a SimpleChIP Plus Enzymatic Chromatin IP Kit (Cell Signaling) following the manufacturer’s protocol. DNA libraries required for high-throughput sequencing were prepared from DNA obtained after ChIP using the NEBNext Ultra DNA Library Prep Kit and NEBNext Multiplex Oligos for Illumina (New England BioLabs). Multiplexed libraries were subjected to cluster generation and sequencing using a NextSeq 500 Kit (75 cycles) with the NextSeq desktop sequencing system (Illumina). Peak detection was performed using the MACS algorithm (PMID:18798982) in Strand NGS software (Strand Life Sciences). HA-TFE3 binding was identified by the significant enrichment of each signal over input-DNA peaks at a *P* cutoff value of 10^−5^. Visualization of ChIP-seq data was performed using Strand NGS software.

### ChIP assay

Approximately 1 × 10^7^ HUVECs were fixed in 1% formalin for use in ChIP assays. The fixed cells were sonicated to obtain fragmented chromatin between 200 and 1000 bp in length. An aliquot of sonicated chromatin was put aside to be the input control. ChIP assays were performed using ChIP-IT Express (Active Motif, Tokyo, Japan) with 0.3 mg/ml of anti-TFE3 antibody (1:100, Sigma–Aldrich, HPA023881) or Rabbit IgG as a control. Primers used to amplify a 110 bp product from the human PROX1-0.15 kb region were 5’- TGTGACGTGCAGTCTTCCTG-3’ and 3’-CGGCTGCAATGGTGTATTA-5’. A primer set for detecting the human GAPDH promoter region (5’-CCACATCGCTCAGACACCAT-3’ and 3’-CCCGCAAGGCTCGTAGAC -5’) was used as a negative control. To quantify the relative abundance of ChIP signals, the intensity of the human PROX1-0.15 kb band was measured using Image J Software (NIH, Bethesda, MD, USA). All primer sequences are listed in Supplementary Data 3.

### Luciferase reporter gene assay

The 293GPG packaging cells were transfected with pMY-TFE3GR-ires-GFP plasmid vector. HEK293A cells stably expressing TFE3GR fusion proteins were established by infecting the cells with the viral supernatant from 293GPG packaging cells after doxycycline removal. Transduction of >95% GFP-positive cells was confirmed by fluorescent microscopy. A 2000 bp fragment from the 5’ region of the human *PROX1* gene was cloned into the pGL4.23 luciferase vector. Two E-box sequences in the *PROX1* promoter construct were mutated using a standard mutagenesis protocol and designed PCR primer sets. Reporter plasmids were cotransfected into HEK293A cells along with the phRL-TK vector as an internal control, using PEI-Max (Polysciences, Warrington, PA). The transfection medium was changed to fresh medium either with or without 0.1 μg/ml dexamethasone (DEX) after 24 h, and cultured for 12 h. Luciferase activity was measured and analyzed using the Dual-Luciferase Reporter Assay System, according to the manufacturer’s protocols (Promega, Madison, WI).

### Human samples

Patients who underwent surgical removal of pulmonary cysts were enrolled in this study based on written informed consents for histological and biochemical analyses. All patients received genetic counseling and were diagnosed as BHD. The study was approved by the Institutional Review Board of Yokohama City University (approval number, A110929001) and Keio University School of Medicine Ethics Committee (approval number, 20170369). The human study was conducted in compliance with the Japanese regulation, Ethical Guidelines for Medical and Health Research Involving Human Subjects, in addition to internationally established principles of the Declaration of Helsinki. Resected lung tissues (*n* = 3) were fixed with 10% buffered formalin and embedded in paraffin. Cystic lesions and surrounding noncystic pulmonary tissues from patients with BHD (*n* = 3) and spontaneous bullae (*n* = 3) were snap-frozen and stored in liquid nitrogen prior to western blotting. Four-micrometer thick paraffin sections were subjected to immunohistochemistry. After deparaffinization and rehydration, sections were autoclaved at 121 °C for 15 min.

### Statistics and reproducibility

Results are expressed as the mean ± standard deviation (SD). The comparisons between the averages of the two groups were evaluated using the two-tailed Student’s *t*-test. *P* values of <0.05 were considered statistically significant. For histological analyses, at least three but typically more independent samples were quantified or qualitatively analyzed with each experimental repeat yielding highly similar results.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

For scRNA-seq data, raw data will be available in GEO (GSE133512). For ChIP-seq (Fig. 4p), raw data are available in GEO (GSE135490). There is no restriction on data availability. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Blood and lymphatic systems are segregated by the FLCN tumor suppressor
**Source:** Nat Commun. 2020 Dec 9;11:6314. doi: 10.1038/s41467-020-20156-6
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

Blood and lymphatic systems are segregated by the FLCN tumor suppressor

Ikue Tai-Nagara et al.

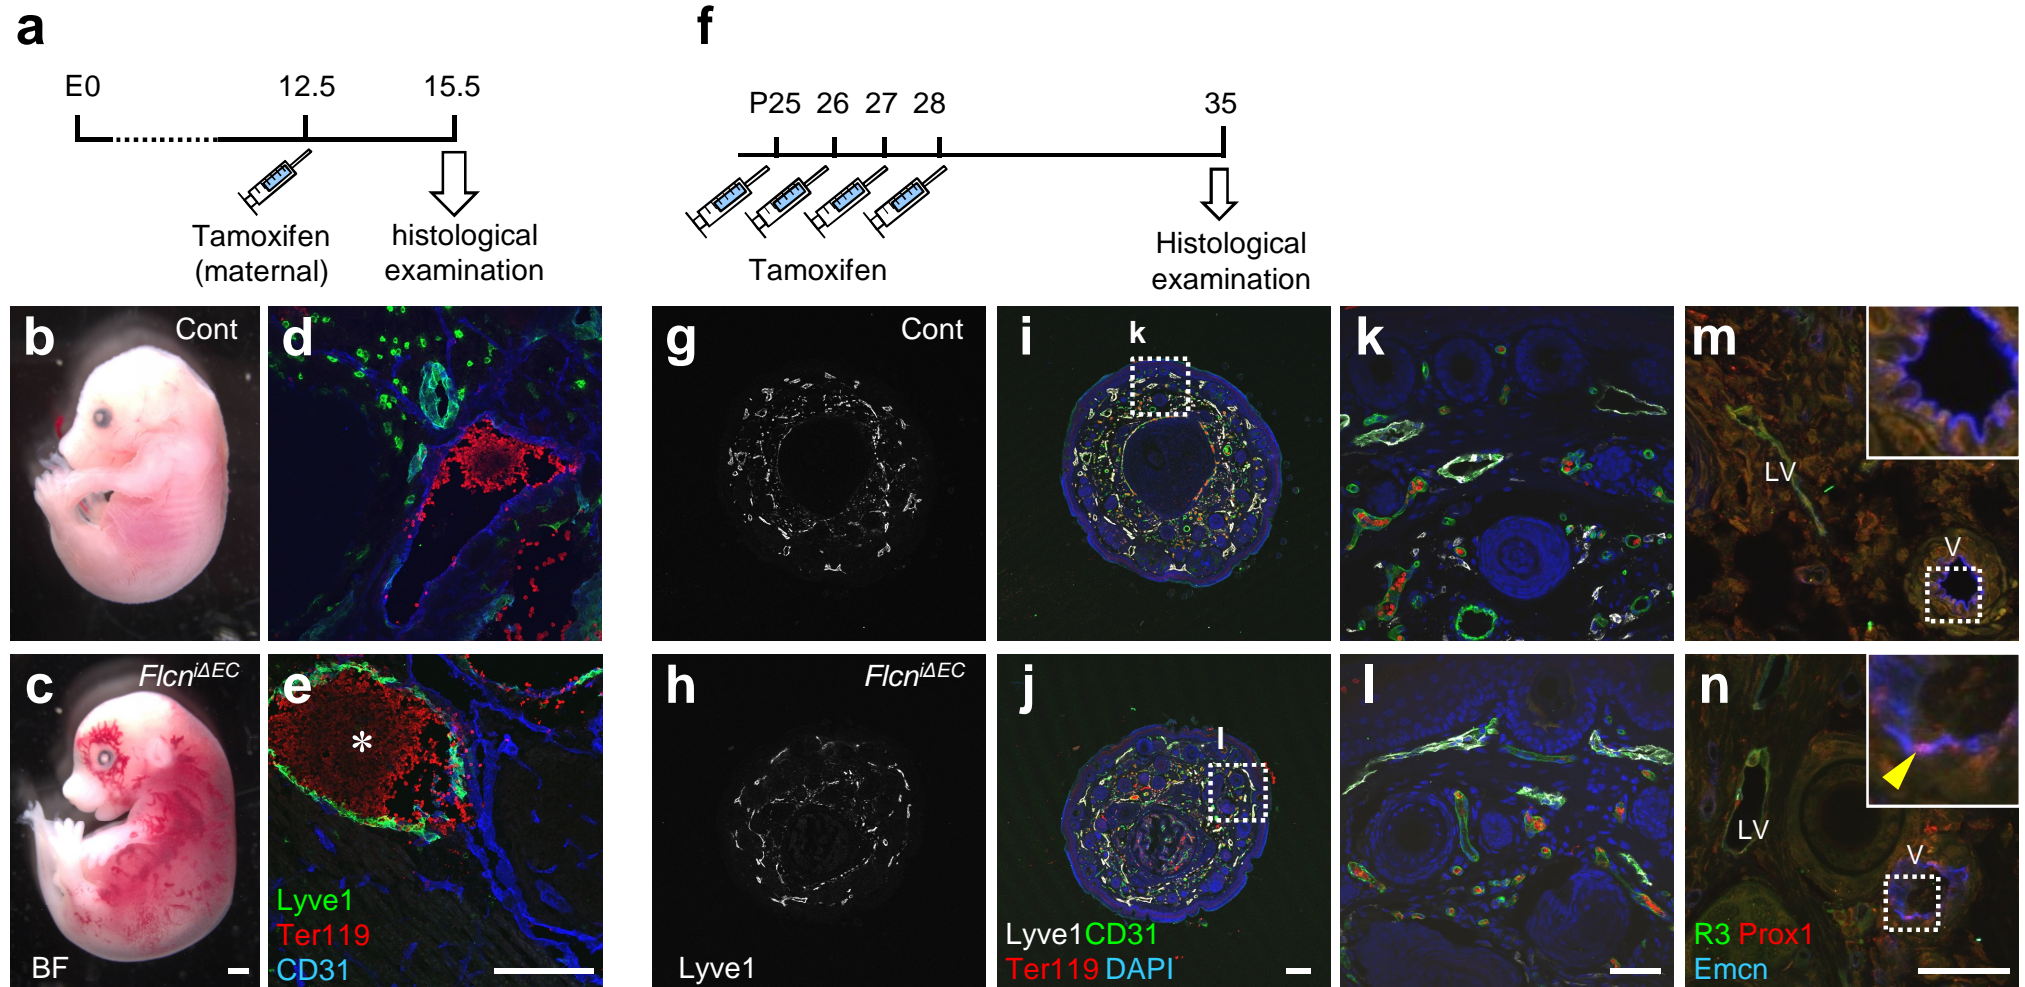

Supplementary Figure 1

***Supplementary Figure 1. Flcn deficiency causes blood-filled and dilated lymphatics during embryogenesis.***

(a) Protocol for tamoxifen injection into pregnant females. (b, c) Images of control and *Flcn*<sup>iΔEC</sup> mice at embryonic day E15.5. (d, e) Immunohistochemical analysis of coronal sections of E15.5 embryos. *Flcn*<sup>iΔEC</sup> embryos show enlarged and blood-filled lymphatic vessels (asterisks). (f) Protocol for tamoxifen injection. (g n) Immunohistochemical analysis of tail sections at P35. *Flcn*<sup>iΔEC</sup> mice show ectopic Prox1 expression in veins (V) (arrowheads) but not blood filling in lymphatic vessels (LV). Scale bars: 1 mm (b, c); 200 μm (d, e, g–j); 50 μm (k–n).

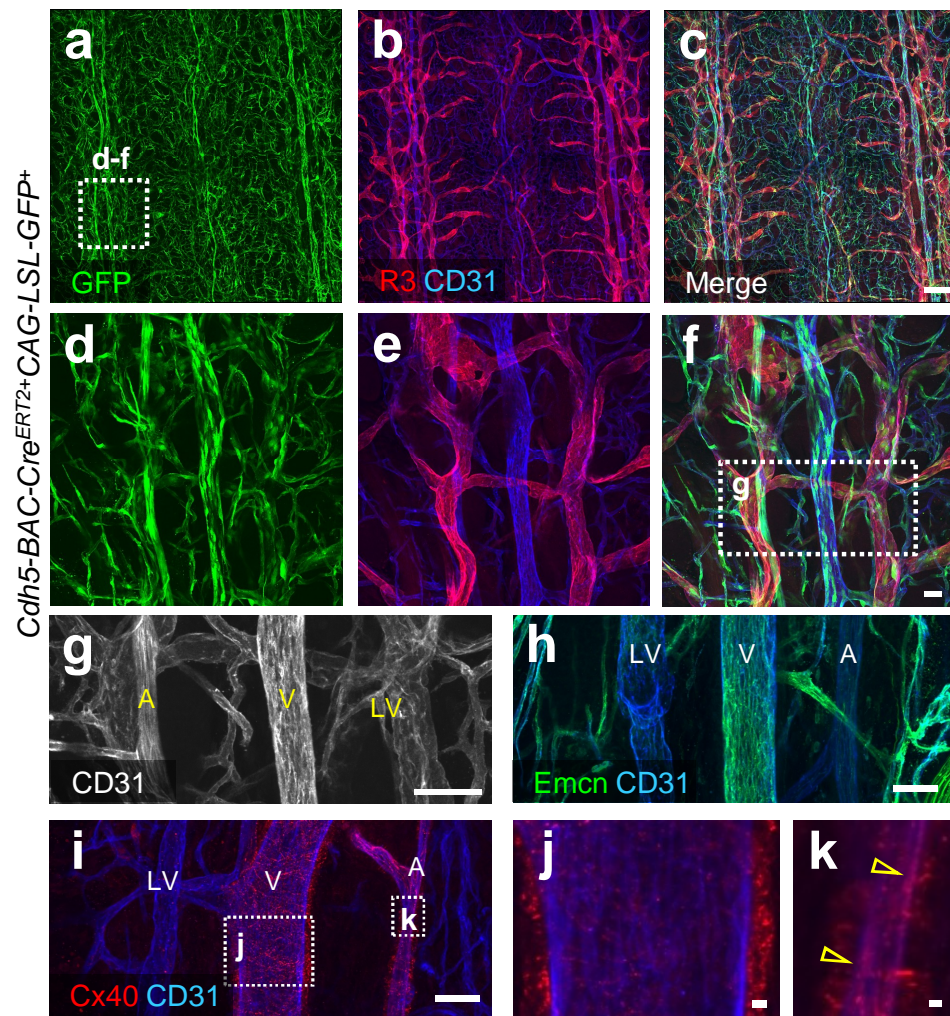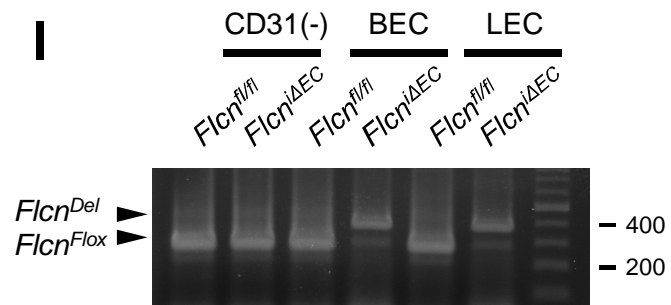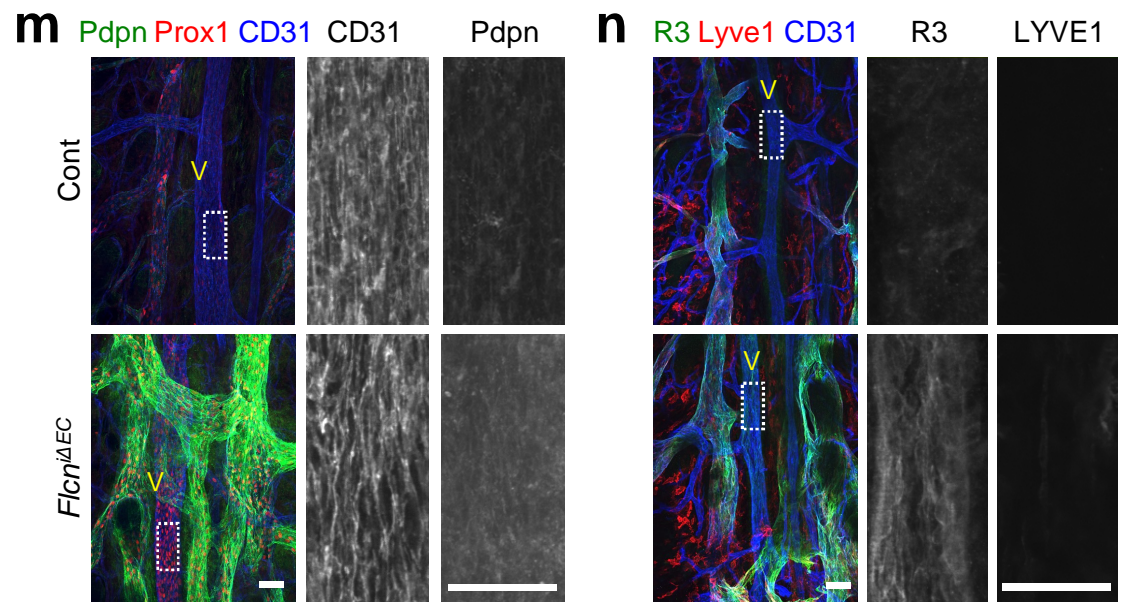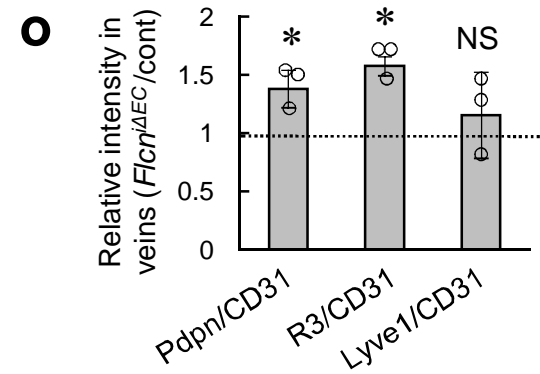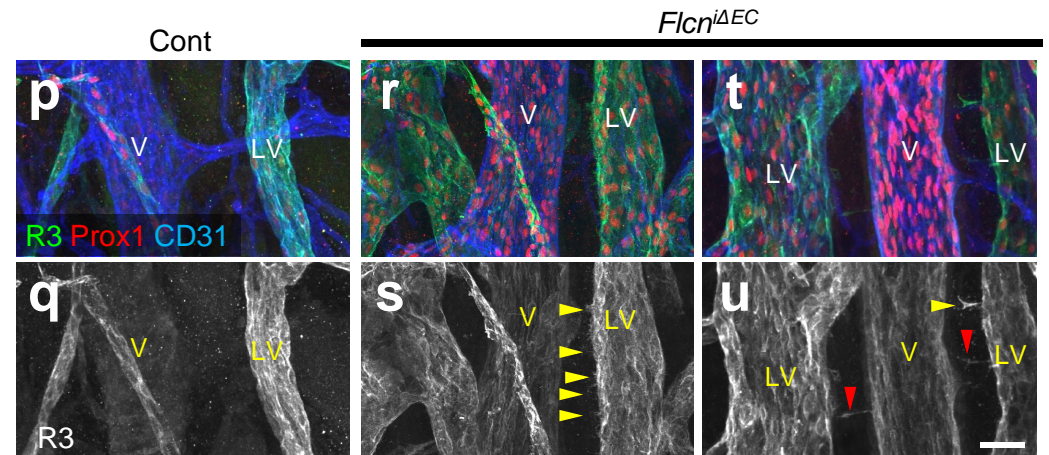

Supplementary Figure 2

**Supplementary Figure 2. Characterization of LEC-biased veins in *Flcn*<sup>iΔEC</sup> mice.**

(a–k) Immunohistochemical analysis of tail whole-mounts at P8. Arteries (A), veins (V), and lymphatic vessels (LV) are readily discriminated according to the shape of endothelial cells or expression of *Emcn* and Cx40. Cx40 is also expressed by vascular mural cells (k). Open arrowheads indicate Cx40 expression in arterial endothelial cells. (l) PCR analysis of genomic samples from P8 mesentery separated using Dynabeads. BEC, blood endothelial cells; LEC, lymphatic endothelial cells. (m–o) Immunohistochemical analysis/quantification of tail whole-mounts at P8 (n = 3) showing the differential intensity in *Pdpn* and R3. V, veins. (p–u) Immunohistochemical analysis of tail whole-mounts at P8. Abnormal sprouting from lymphatic vessels (LV) toward veins (V) (yellow arrowheads) and bridging of filopodia between veins and lymphatic vessels (red arrowheads) are detected in *Flcn*<sup>iΔEC</sup> mice. Scale bars: 200 μm (a–c); 50 μm (d–i, m, n; p–u); 5 μm (j, k). The comparisons between the averages of the two groups were evaluated using the two-sided Student's t-test. \**P* < 0.05; NS, not significant. Data are presented as the mean ± SD. Source data are provided as a Source Data file. Unprocessed original scans of blots are shown in Source Data file.

**a**

|                                                | Cont   | <i>Flcn</i> <sup>iΔEC</sup> |
|------------------------------------------------|--------|-----------------------------|
| Estimated Number of Cells                      | 6,814  | 4,459                       |
| Mean Reads per Cell                            | 51,605 | 80,612                      |
| Median Genes per Cell                          | 2,085  | 2,273                       |
| Valid Barcodes                                 | 98.3 % | 98.3 %                      |
| Sequencing Saturation                          | 60.5 % | 66.0 %                      |
| Q30 Bases in Barcode                           | 97.8 % | 98.0 %                      |
| Q30 Bases in RNA Read                          | 67.3 % | 66.6 %                      |
| Q30 Bases in UMI                               | 97.7 % | 97.8 %                      |
| Reads Mapped Confidently to Transcriptome      | 52.6 % | 56.1 %                      |
| Reads Mapped Confidently to Exonic Regions     | 55.7 % | 59.2 %                      |
| Reads Mapped Confidently to Intronic Regions   | 23.9 % | 21.6 %                      |
| Reads Mapped Confidently to Intergenic Regions | 6.0 %  | 5.4 %                       |

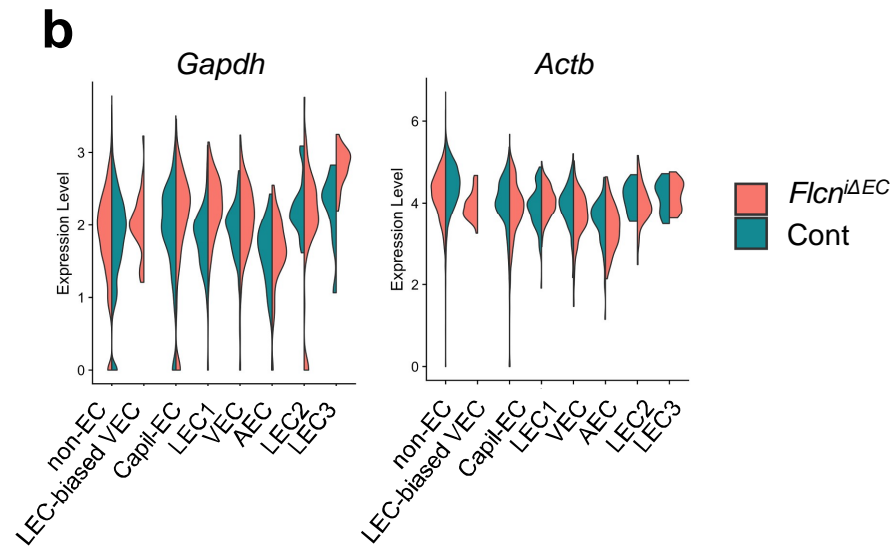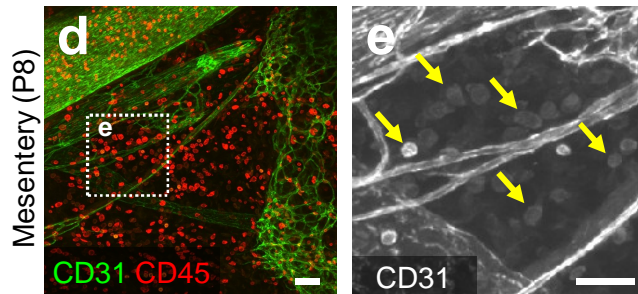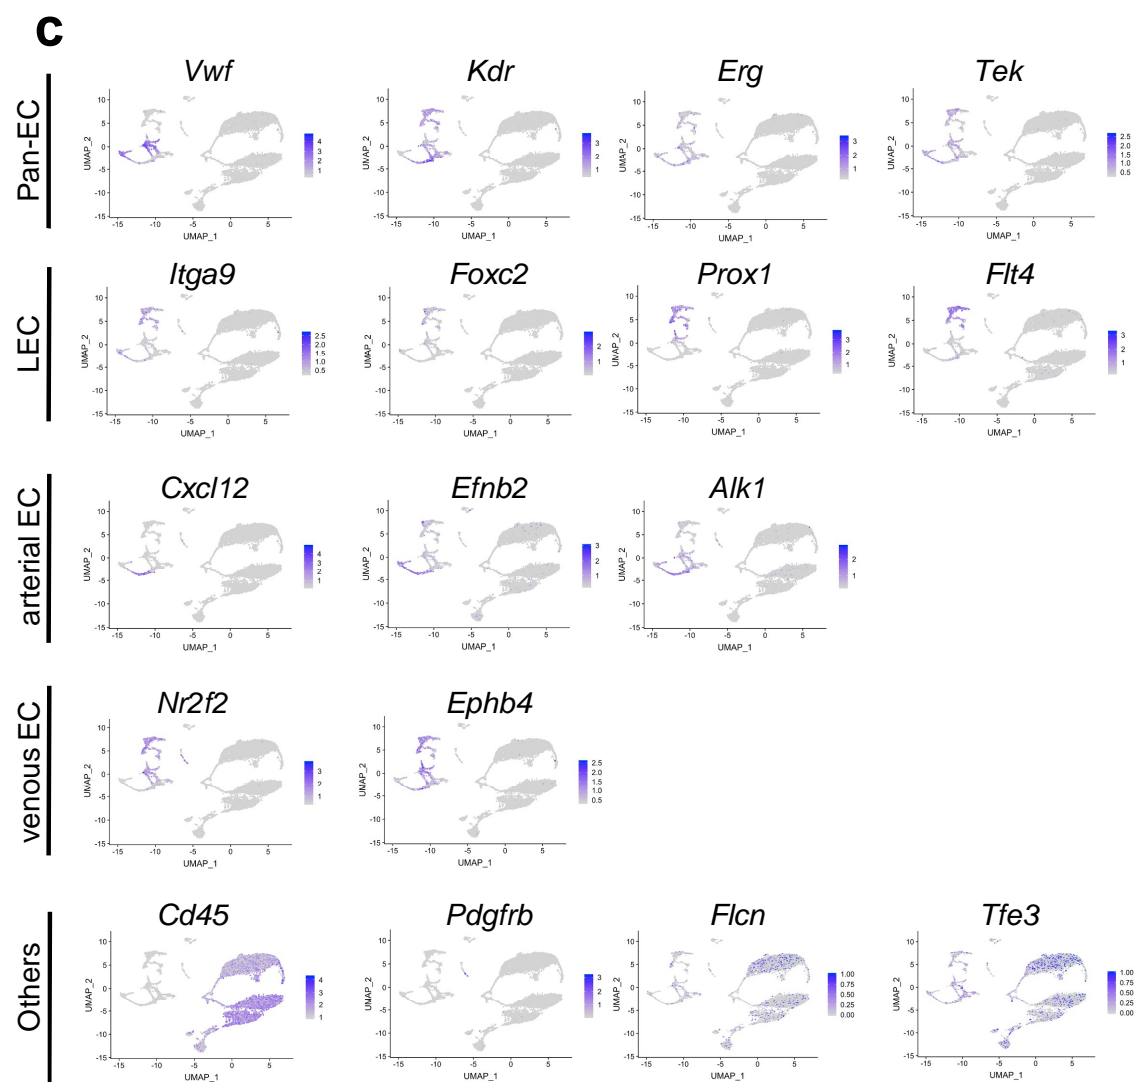

**f**

Relative gene expression

|             | pct   |       |       | AEC/VEC |            | AEC/LEC1 |            | VEC/LEC1 |            |
|-------------|-------|-------|-------|---------|------------|----------|------------|----------|------------|
|             | AEC   | VEC   | LEC1  | p_val   | avg_log FC | p_val    | avg_log FC | p_val    | avg_log FC |
| <i>Flcn</i> | 0.131 | 0.262 | 0.245 | 0.00061 | -0.0447    | 0.000973 | -0.05615   | 0.940    | -0.0115    |
| <i>Tfe3</i> | 0.345 | 0.497 | 0.312 | 0.00087 | -0.063     | 0.559    | 0.015      | 4.58E-06 | 0.078      |

Supplementary Figure 3

***Supplementary Figure 3. Quality control and characterization of endothelial clusters in scRNA-seq.***

(a) Statistics of cells analyzed in the scRNA-seq. (b) Violin plots for internal control genes for the comparison of control and *Flcn*<sup>i EC</sup> cells. (c) UMAP plots of CD31<sup>+</sup> cells from the mesentery of P8 mice showing expression of marker genes with enriched expression for each cluster. (d, e) Immunohistochemical analysis of a mesenteric whole-mount sample at P8. 

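UMIs per cell ranged from 502 to 220717 in the control library and from 500 to 223385 in the *Flcn* iΔEC library. The median share of mitochondrial UMIs was 4.52% and 4.39%. Of the control cells 503, and of the *Flcn* iΔEC cells 421, had under 1000 UMIs or over 10% mitochondrial UMIs. Gapdh stood at 734 CPM in control and 912 CPM in *Flcn* iΔEC endothelial cells, and at 710 and 739 CPM in non-endothelial cells. Its ratio of *Flcn* iΔEC over control was 1.36 (1.26 to 1.47) in VEC-like cells, 1.54 (1.45 to 1.64) in LEC-like cells and 1.08 (0.995 to 1.17) in AEC-like cells. Actb stood at 5920 and 5376 CPM in endothelial and at 9141 and 7225 CPM in non-endothelial cells, with ratios of 0.793 (0.771 to 0.814) in VEC-like, 1.09 (1.07 to 1.11) in LEC-like and 0.785 (0.762 to 0.808) in AEC-like cells.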

CD45<sup>+</sup> hematopoietic cells show weak expression of CD31 (arrows). (f) Relative expressions of *Flcn* and *Tfe3* and their comparison among AEC, LEC, and LEC1 clusters. The data are automatically extracted from scRNA-seq using Seurat. Statistics of cells analyzed in the scRNA-seq. Scale bar: 50  $\mu$ m.

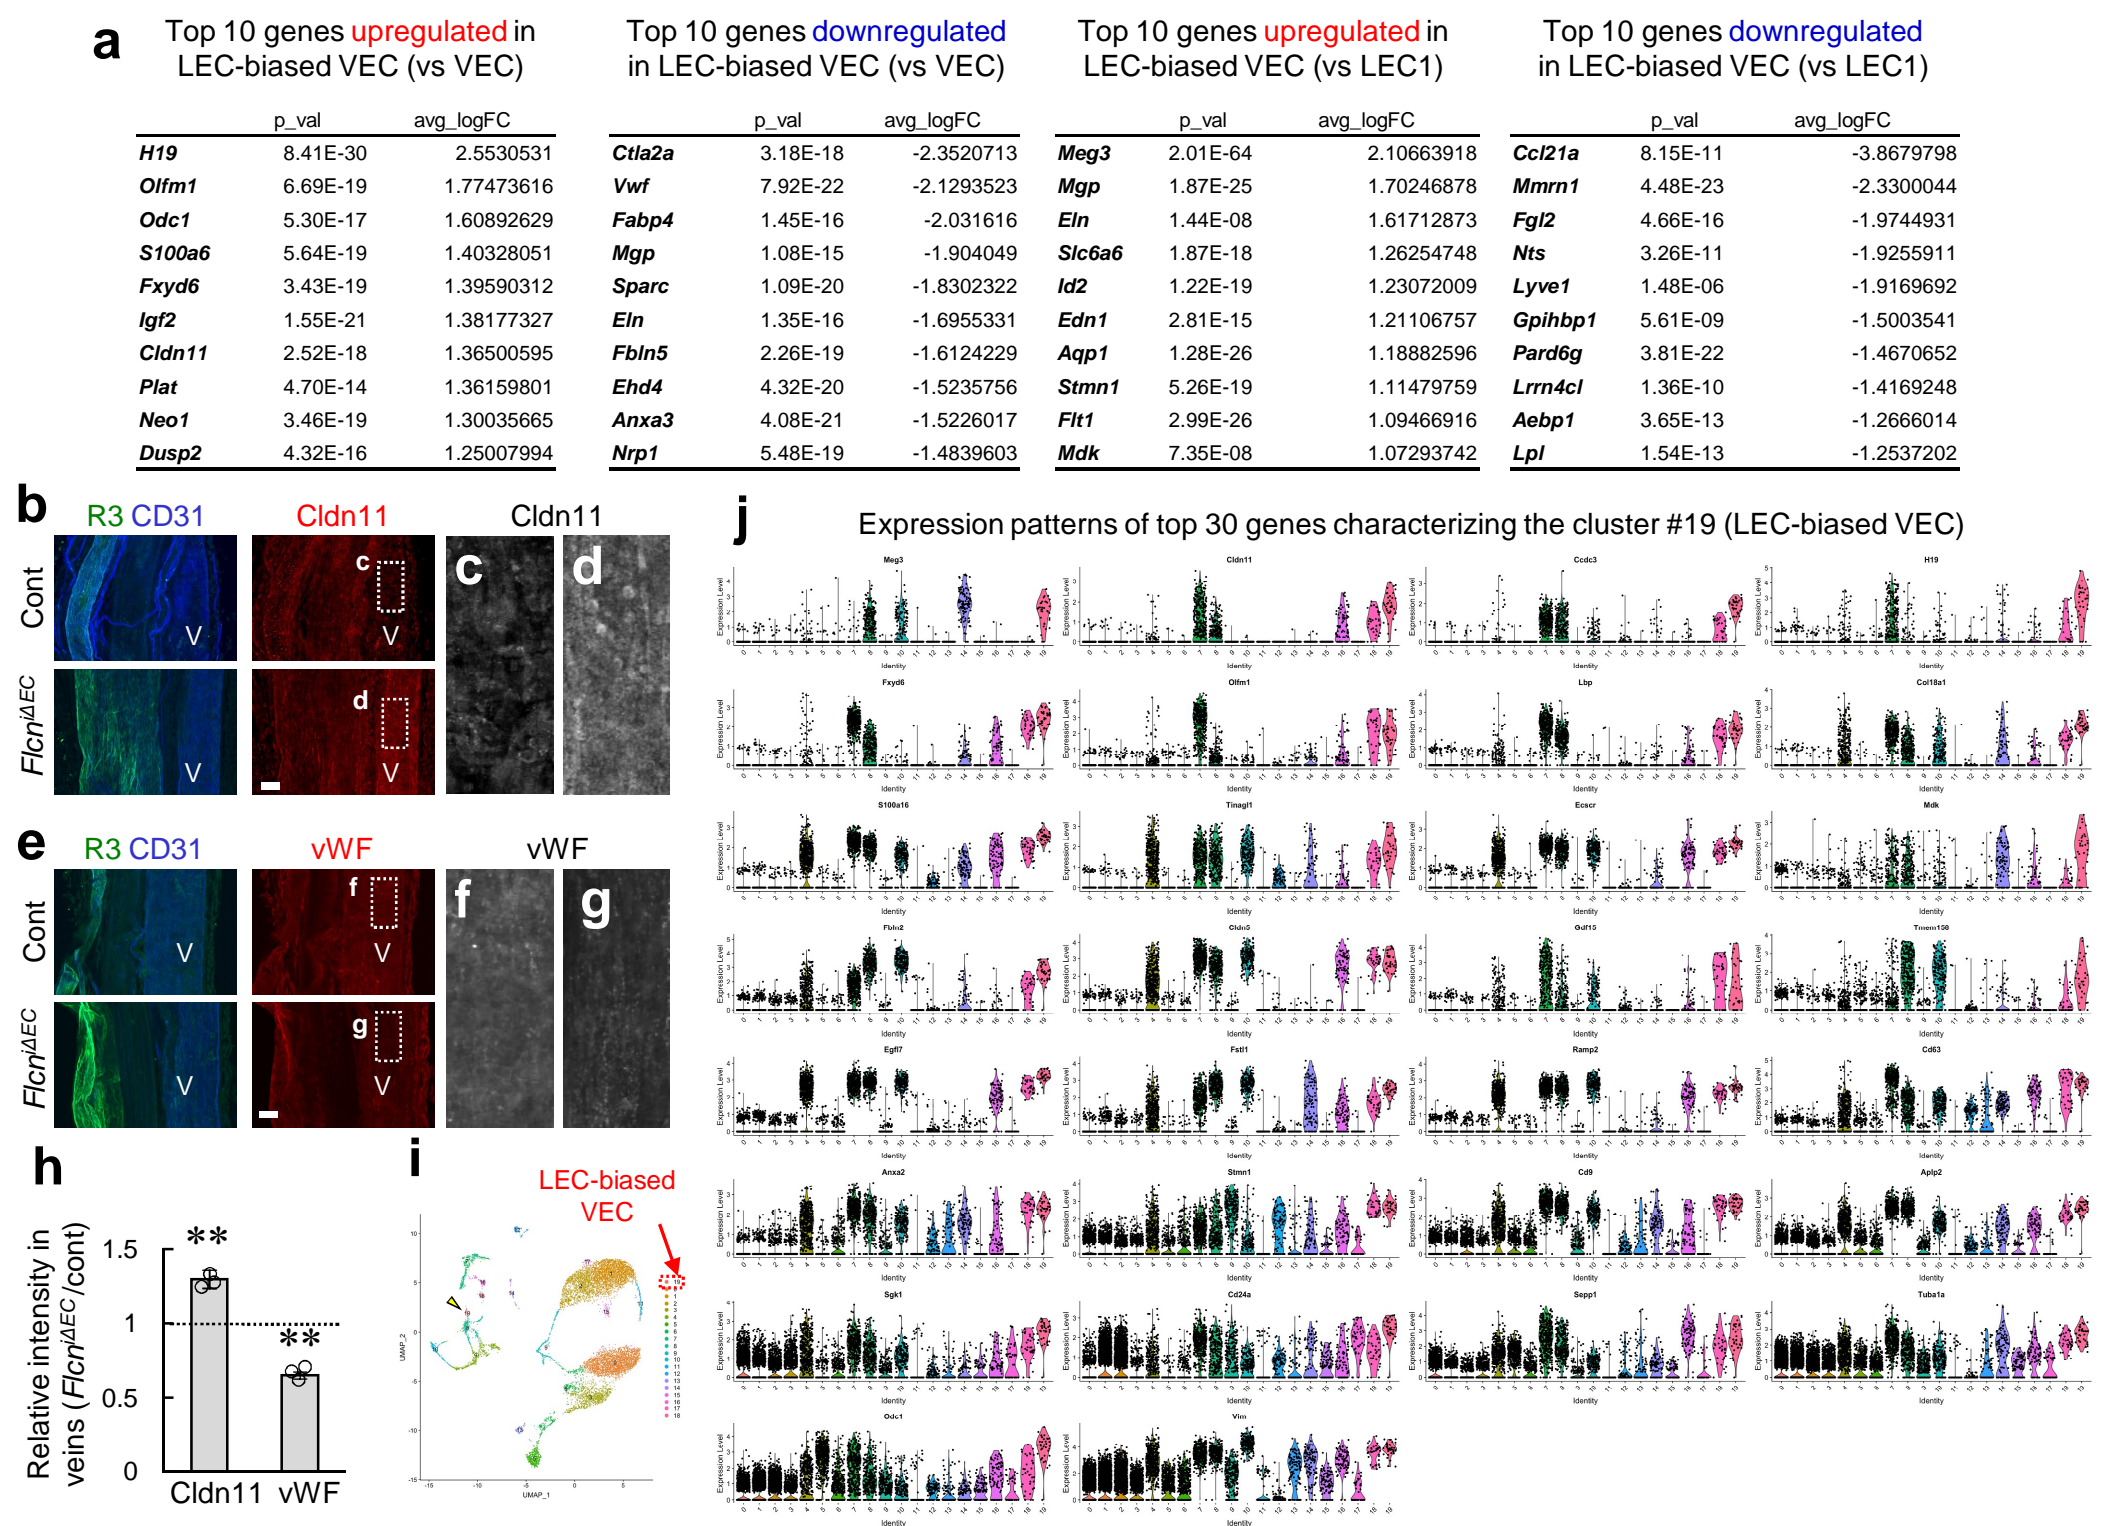

Supplementary Figure 4

***Supplementary Figure 4. Molecular profile of LEC-biased venous endothelial cells.***

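All 40 genes listed in Supplementary Fig. 4a were kept out of the clustering and of the matching of the counterpart, and all 40 changed in the listed direction. The authors computed the listed changes from the same deposited cells, so the shared direction is not independent support. The average log fold change is given here on the natural-log scale, whereas the legend names log 2. It ran from 1.38 (S100a6) to 2.66 (H19) for the 10 genes up against VECs. It ran from -2.61 (Ctla2a) to -1.60 (Anxa3) for the 10 genes down against VECs. Against LECs, it ran from 1.03 (Mdk) to 2.13 (Meg3) for genes up and from -3.77 (Ccl21a) to -1.10 (Lpl) for genes down. All LEC-like cells stood in for LEC1 here. Cldn11 (ENSMUSG00000037625), on chromosome 3 from 31149920 to 31164324, stood at 563 CPM in the counterpart, which was 4.91 times (4.33 to 5.57) the level of *Flcn* iΔEC VEC-like cells, and at 307 CPM in LEC-like cells. Between the libraries, Cldn11 in VEC-like cells outside the counterpart rose from 78.5 CPM in the control to 115 CPM in the *Flcn* iΔEC library, a ratio of 1.46 (1.18 to 1.82). Vwf (ENSMUSG00000001930), on chromosome 6 from 125546774 to 125686679, stood at 187 CPM in the counterpart, or 0.13 times (0.11 to 0.14) the VEC-like level, and at 5.30 CPM in LEC-like cells. In VEC-like cells it stood at 2749 CPM in the control and 1484 CPM in the *Flcn* iΔEC library, a ratio of 0.54 (0.52 to 0.56). With the counterpart counted among the VEC-like cells, a choice made after the data were seen, the log2 ratio between the libraries moved from 0.55 to 1.66 for Cldn11 and from -0.89 to -1.33 for Vwf.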

(a) Lists of the top ten up- or down-regulated genes in LEC-biased VEC *versus* VEC, and in LEC-biased VEC *versus* LEC1. P-value and average log 2 fold change are shown. Full lists of genes are appended to **Supplementary Tables 1 and 2.** (b–d) Immunohistochemical analysis/quantification of mesenteric whole-mounts at P8 (n = 3) showing the differential intensity of Cldn11 and vWF; V, veins. (e, f) Violin plots of the top 30 genes characterizing the cluster of Prox1<sup>+</sup> VECs. All of the genes characterizing the cluster of LEC-biased VECs are strongly expressed by both VECs and LECs. Scale bars: 50  $\mu$ m. The comparisons between the averages of the two groups were evaluated using the two-sided Student's t-test. \*\* $P < 0.01$ . Data are presented as the mean  $\pm$  SD. Source data are provided as a Source Data file.

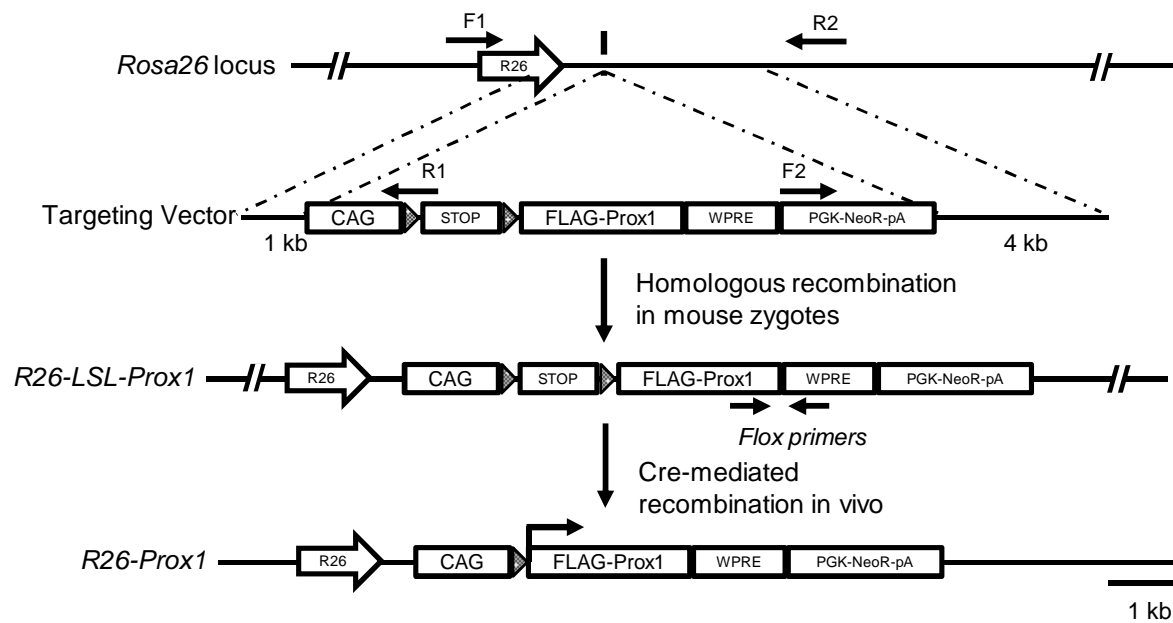

Supplementary Figure 5

***Supplementary Figure 5. Generation of R26-LSL-Prox1 mice***

Schematic diagram depicting the construct used for ROSA26-CAG-lox-STOP-lox-Prox1 (*R26-LSL-Prox1*) mice. A CAG-LoxP-Stop-LoxP-Prox1 construct was targeted to the Rosa26 locus in mouse zygotes via homologous recombination through CRISPR-Cas9-mediated genomic targeting. Cre-mediated recombination of CAG-LoxP-Stop-LoxP-Prox1 deletes the “floxed” stop cassette to generate CAG-Prox1.

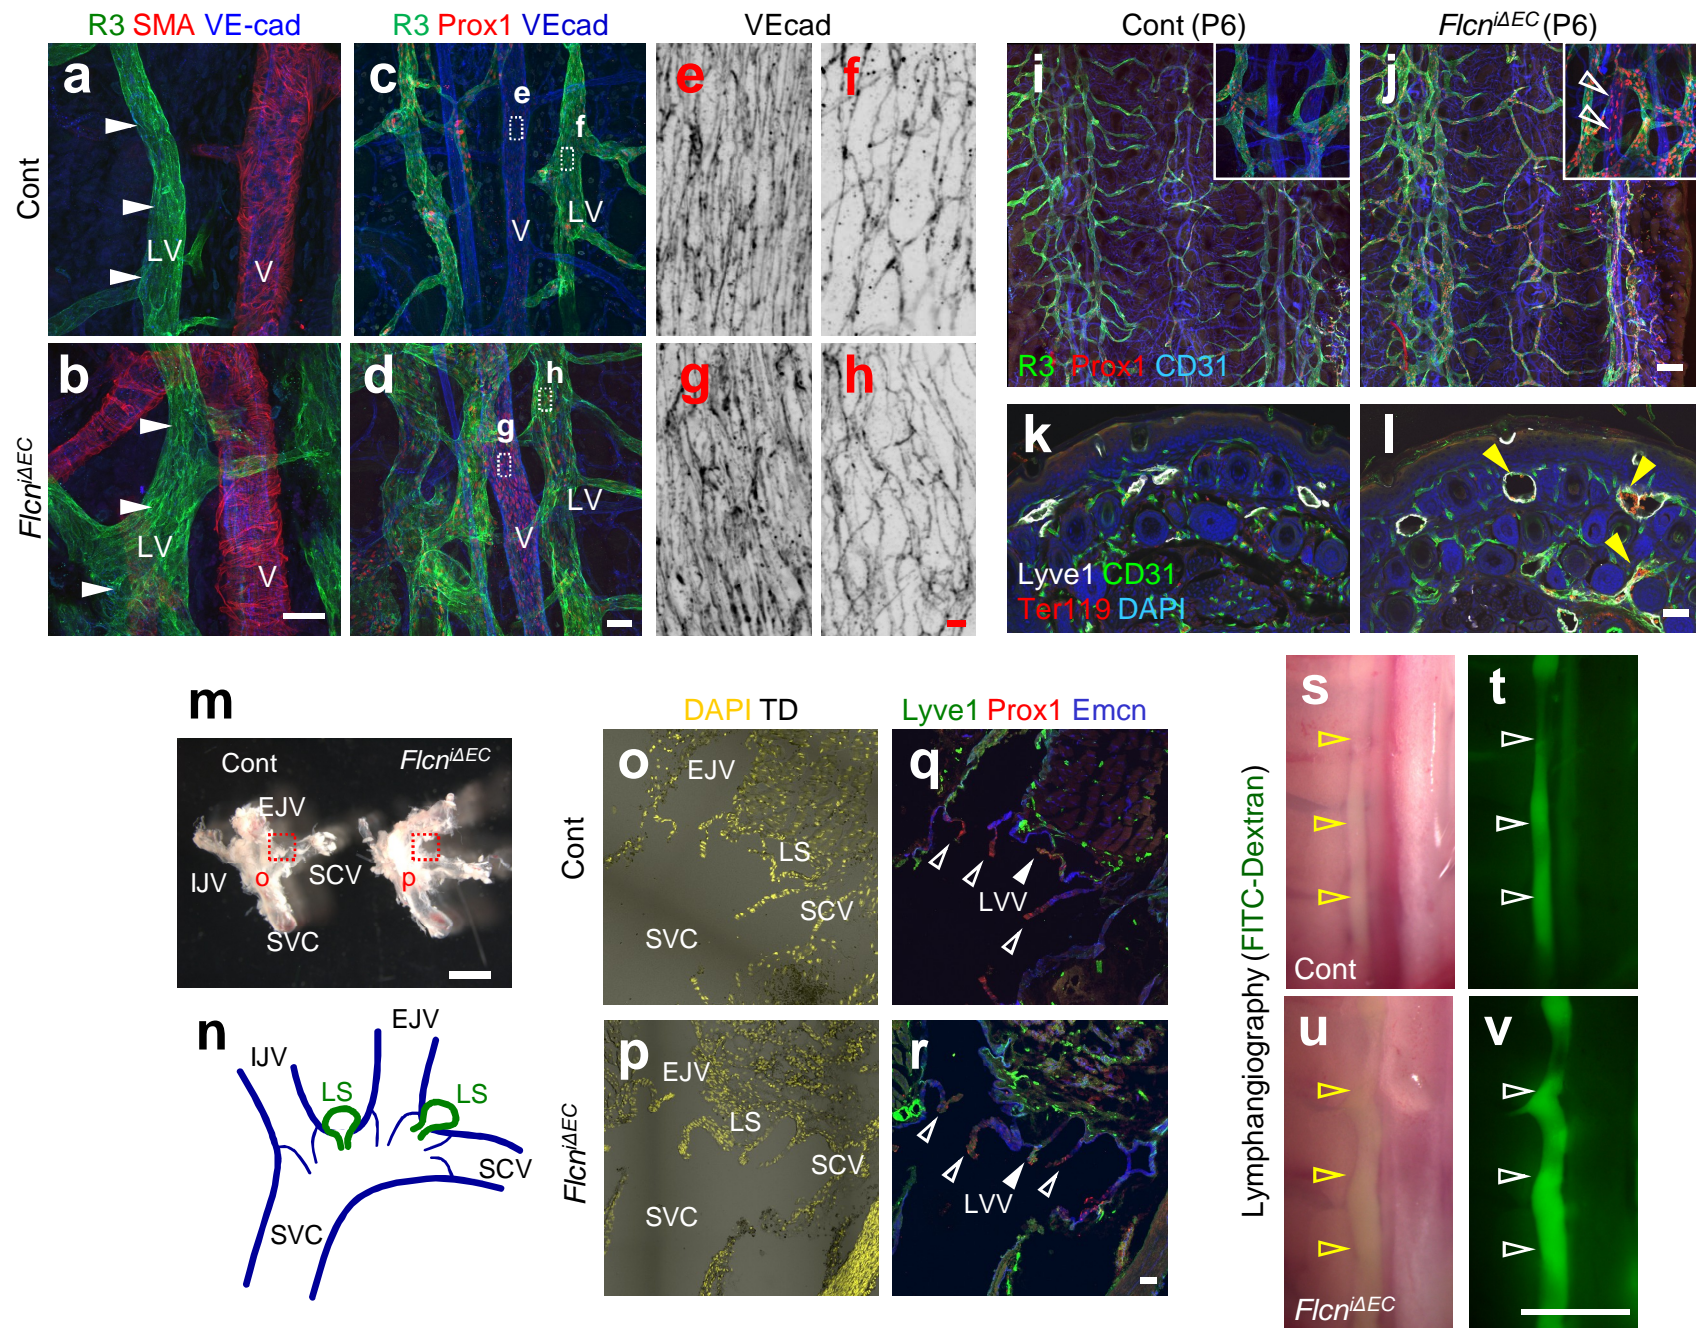

Supplementary Figure 6

**Supplementary Figure 6. Detailed characterization of phenotypes in *Flcn*<sup>iΔEC</sup> mice.**

(**a–h**) Immunohistochemical analysis of tail whole-mounts at P8. Adherens junctions of veins (V) and lymphatic vessels (LV) are intact in *Flcn*<sup>i<sup>EC</sup></sup> mice (**e–h**). LVs are not ectopically covered with smooth muscle cells (closed arrowheads in **a, b**) in *Flcn*<sup>i<sup>EC</sup></sup> mice. (**i–l**) Immunohistochemical analysis of tail whole-mounts (**i, j**) or sections (**k, l**) at P6. Venous Prox1 expression (open arrowheads) and blood-filled lymphatics (closed arrowheads) are detected in *Flcn*<sup>iΔEC</sup> mice without subcutaneous hemorrhage. (**m, n**) Bright field view and schematic diagram depicting the left venous angles. LS, lymph sacs; EJV, external jugular veins; IJV, internal jugular veins; SCV, subclavian veins. (**o–r**) Section immunohistochemistry of left venous angle at P8. No apparent abnormality is detected in lymphovenous valves (LVV; closed arrowheads) in *Flcn*<sup>iΔEC</sup> mice. Open arrowheads, venous valves. (**s–v**) Bright field (**s, u**) and fluorescent microscopy (**t, v**) images of the mediastinum in mice after lymphangiography. Blood was barely detectable in thoracic ducts (arrowheads) of control or *Flcn*<sup>iΔEC</sup> mice. Scale bars: 1 mm (**m, s–v**); 200 μm (**i, j**); 50 μm (**a–h, k, l, o–r**) ; 5 μm (**e–h**) .

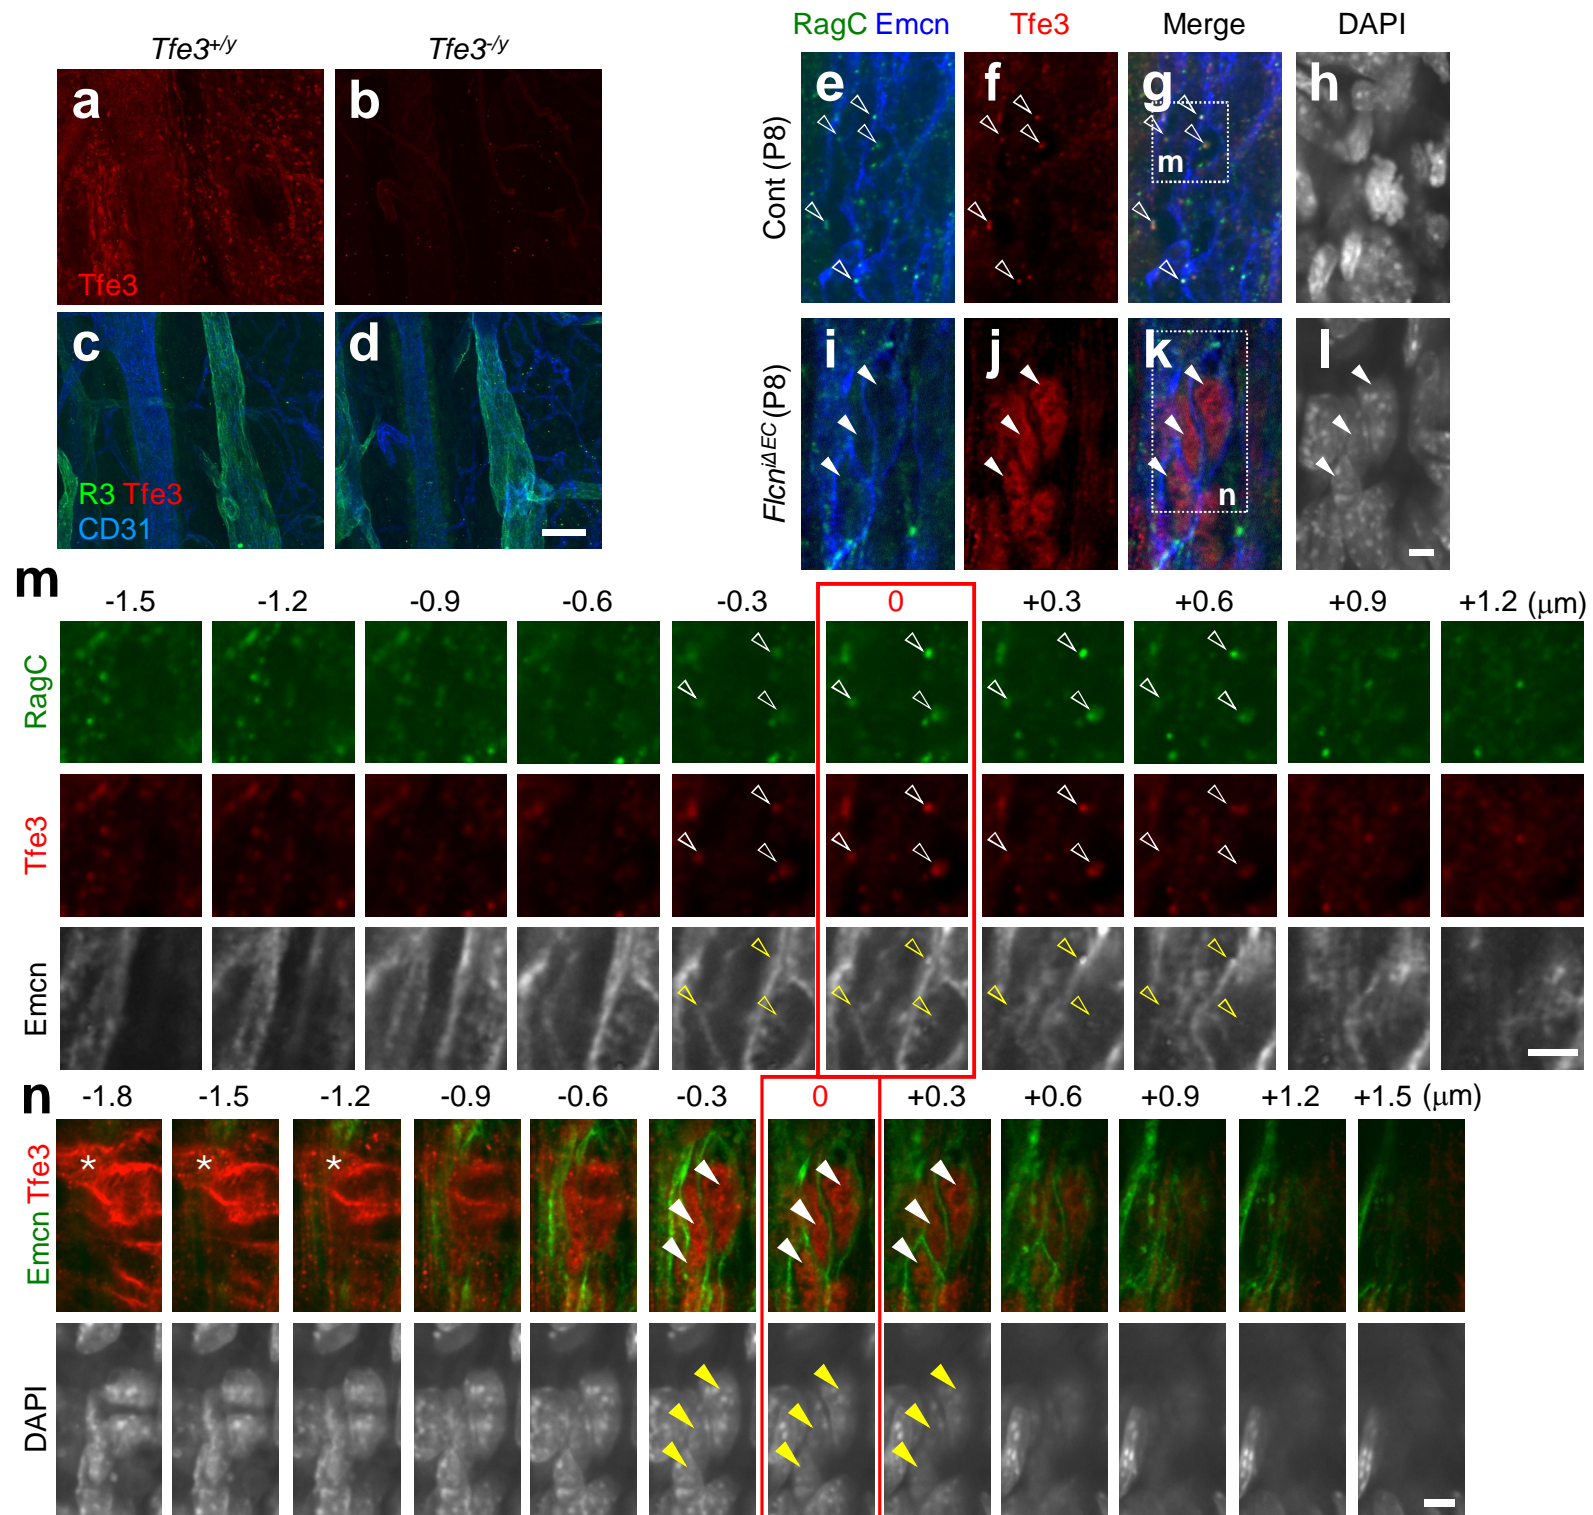

Supplementary Figure 7

***Supplementary Figure 7. Expression patterns of Tfe3 in tails.***

(a–d) Immunohistochemical analysis of whole-mount tails at P8. Tfe3 immunoreactivity, including strong stromal staining seen in the wild-type tail, is not detected in *Tfe3* knockout mice. (e–n) Tail whole-mounts at P8. Tfe3 proteins are co-localized with RagC (open arrowheads) in control mice, and translocate into nuclei (closed arrowheads) in *Flcn*<sup>iΔEC</sup> mice. Panels m and n indicate images for z-stack slices at 0.3 μm intervals above and below the single slices shown in panels g and k. Asterisks indicate Tfe3 expression in perivascular (non-endothelial) cells. Scale bars: 50 μm (a–d); 5 μm (e–n).

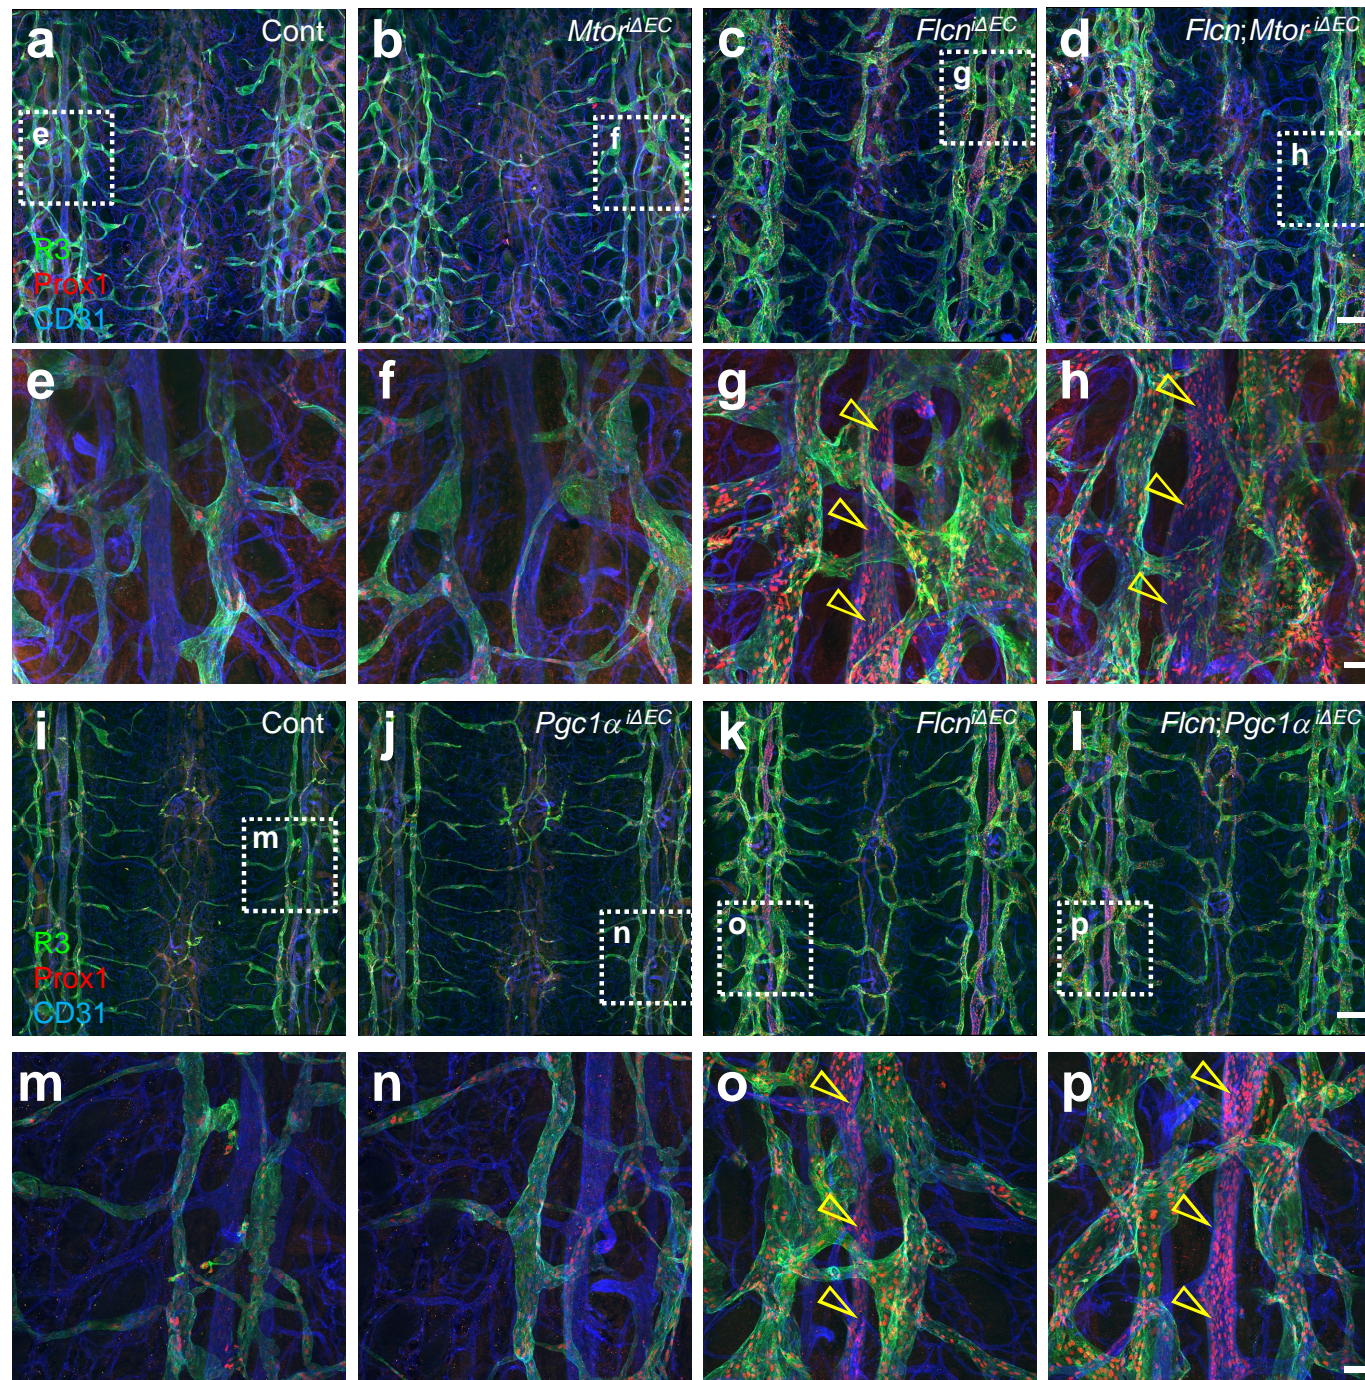

Supplementary Figure 8

***Supplementary Figure 8. PGC1 $\alpha$  and mTOR are not relevant to phenotypes of Flcn<sup>i $\Delta$ EC</sup> mice.***

(**a–h**) Immunohistochemical analysis of tail whole-mounts at P8. The phenotypes of Flcn<sup>i $\Delta$ EC</sup> mice, including ectopic Prox1 expression in veins (open arrowheads), are not abolished by deletion of *Mtor*. (**i–p**) Immunohistochemical analysis of tail whole-mounts at P8. The phenotypes of Flcn<sup>i $\Delta$ EC</sup> mice, including ectopic Prox1 expression in veins (open arrowheads), are not abolished by deletion of *Pgc1 $\alpha$* . Scale bars: 200  $\mu$ m (**a–d**, **i–l**); 50  $\mu$ m (**e–h**, **m–p**).

# Supplementary material for: Blood and lymphatic systems are segregated by the FLCN tumor suppressor
**Source:** Nat Commun. 2020 Dec 9;11:6314. doi: 10.1038/s41467-020-20156-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Genes upregulated in LEC-biased VECs compared with venous endothelial cells (VEC).

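Supplementary Data 1 lists 393 genes with the average log fold change of LEC-biased VECs over VECs. For 391 of them the same measure was computed for the counterpart over VEC-like cells of both libraries, and all 391 had the listed sign. Across these genes r was 0.995 with a slope of 1.05. The legend of Supplementary Fig. 4 labels its values log 2, but with log2 here the slope would be 1.52, so the listed values are read as natural logarithms. The 43 genes of the table that took no part in the clustering or the matching had r = 0.997. The other genes had served to find the counterpart, so their r is not independent of the table. The authors computed the table from the same deposited cells. The r of the 43 genes therefore shows that similar cells were found again, and is not independent support either.

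**Figure D3:**
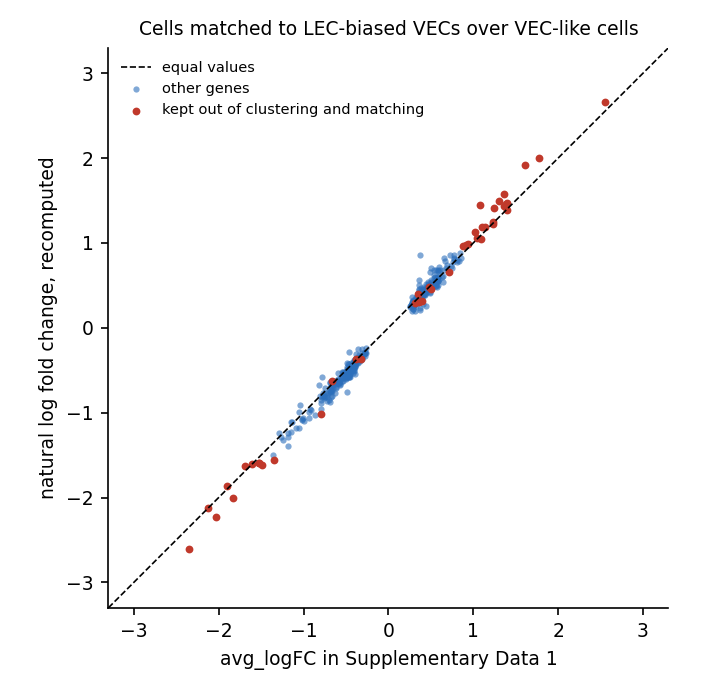
Average log fold change of each gene in Supplementary Data 1 (x axis, the paper's values) against the same measure in the counterpart over VEC-like cells (y axis), both on the natural-log scale. Each point is a gene, and genes kept out of the clustering are drawn apart from those used to find the counterpart.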

File Name: Supplementary Data 2

Description: Genes upregulated in LEC-biased VECs compared with lymphatic endothelial cells (LEC1).

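Supplementary Data 2 lists 242 genes for LEC-biased VECs over the cluster LEC1. For 241 of them, the change of the counterpart over all LEC-like cells had the listed sign, with r = 0.994 and a slope of 0.987. Against the 4 LEC-like clusters one at a time, r was 0.982, 0.946, 0.822 and 0.913.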

File Name: Supplementary Data 3

Description: Primer list.

# Supplementary material for: Blood and lymphatic systems are segregated by the FLCN tumor suppressor
**Source:** Nat Commun. 2020 Dec 9;11:6314. doi: 10.1038/s41467-020-20156-6

Supplementary Figure-Uncropped scans with size marker indications

Fig. 5l

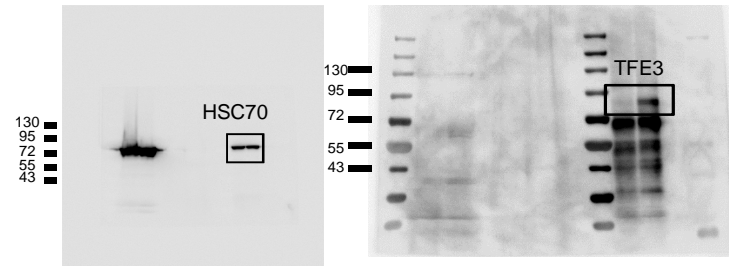

Fig. 5x

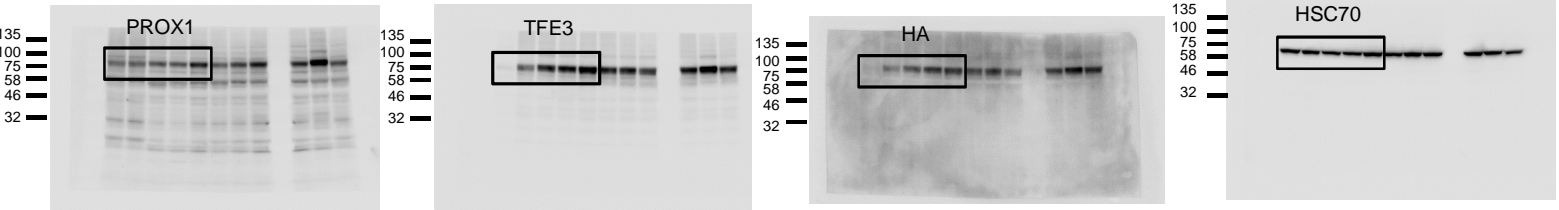

Fig. 6a

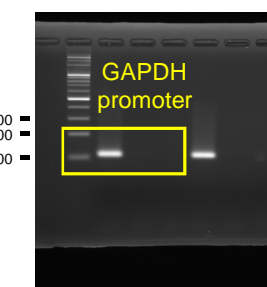

Fig. 6c

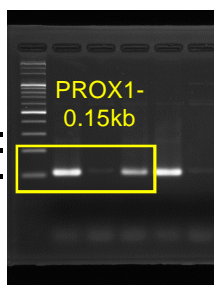

Fig. 6e

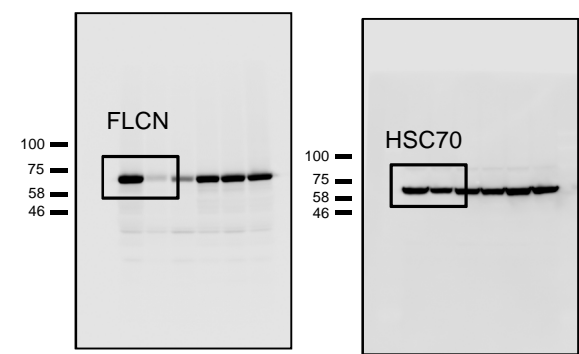

Fig. 6g

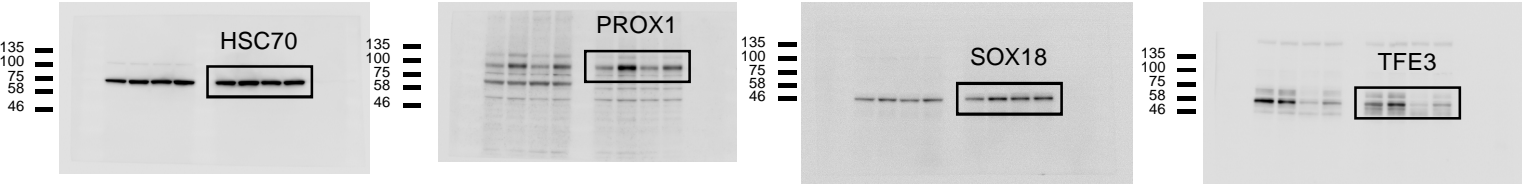

Fig. 7h

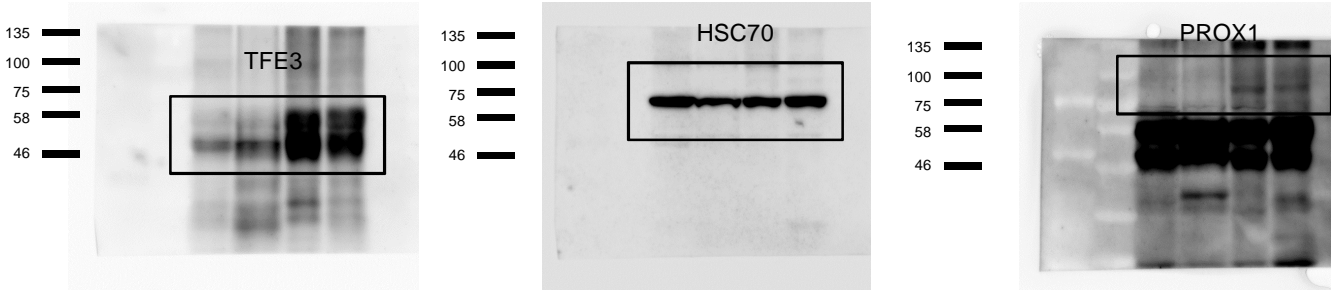

Supple Fig. 2l

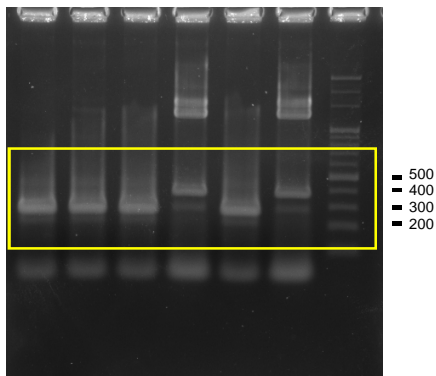

**Supplement:** Supplementary file 8 — Source Data

How the deposited data were processed for this re-analysis (not part of the article)

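The study deposited 2 libraries of single-cell RNA counts from CD31+ cells of the mesentery, 1 from control and 1 from *Flcn* iΔEC mice at P8, each with the cells of 3 mice. Other experiments of the paper were not analysed here. The authors made the libraries with a droplet-based 3′ kit, sequenced them on a HiSeq instrument, and aligned the reads and counted UMIs per gene and cell with Cell Ranger, which also removed low-quality sequences and duplicates of amplification. The deposited values are raw UMI counts without normalization for the barcodes that Cell Ranger called cells. The paper does not state the genome build or the annotation. Of the 28692 genes, 28339 (98.8%) have their identifier in the annotation used here for positions, which is on GRCm38.

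The counts were read in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, clustered with Seurat 5.3.0 in R 4.3.3, and searched for doublets with Scrublet in scanpy 1.11.5. Figures were drawn with matplotlib 3.10.9. The paper's methods name Seurat but no cutoffs, so all cells were kept and Seurat's defaults were used, with anchor integration of both libraries. These were counts scaled to 10000 per cell and log-transformed, 2000 variable features per step, 30 dimensions and Louvain clustering at a resolution of 0.8. The 82 genes to be reported for the counterpart were taken out of the features, which left 1939 for the endothelial cells, whereas the paper states that it excluded no genes. A cluster was endothelial with at least 6 of 8 pan-endothelial markers detected in at least 20% of cells. An endothelial cluster was named after the subtype with the largest share of markers at least 2-fold above the other endothelial cells, given at least 3 such markers. It stayed unnamed if 3 or more of its 10 leading genes were genes of blood cells or of the cell cycle, if another subtype had more markers among them, or if its cells had under 1/3 of the median UMIs of their library and no marker of the subtype among them. These limits were set after the clusters had been seen, and the unnamed cells made up 41.2% of control and 31.1% of *Flcn* iΔEC endothelial cells.

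The cluster matched to the paper's LEC-biased VECs had to lie outside the LEC-like class, hold at least 10 cells and reach r of at least 0.5 with Supplementary Data 1, without the genes kept out of the clustering. Resolutions of 0.8, 1.2, 1.6, 2 and 3 were searched. VEC-like cells were those outside this cluster.

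With 1 library per condition, no test between conditions was possible, and cells were not treated as replicates. Depth was 64639756 UMIs in the control and 60805779 in the *Flcn* iΔEC library. Summed counts carry exact Poisson intervals, ratios of them exact conditional intervals, and shares exact Clopper-Pearson intervals, all at 95%. A count of 0 was given the limit that 3 counts set. Shares of cells with a UMI were computed after thinning each cell at random to 2000 UMIs. The use of 1 draw per cell for all groups was chosen after the shares had been seen. The first version, with a separate draw per group, gave 72.7% for Prox1 in the counterpart, against 56.8% with the draw used. Over 1000 draws the mean was 57.9% and 95% of draws lay between 45.5% and 70.5%.

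Genes were compared between the libraries in VEC-like cells with at least 50 summed counts, as log2 ratios of CPM with 1 count added before scaling, and the number past a 4-fold ratio describes these 2 libraries. Gene lists were compared by their median log2 ratio with 10000 random lists matched on expression in 20 bins. The lists were 12 valve genes, 40 lysosomal and autophagy genes without Flcn, and the marker lists, all written before the data were examined, and 10 heat shock and 12 immediate early genes, written afterwards. The genes named in the text were fixed beforehand as all genes that the paper names for these data, the 40 genes of Supplementary Fig. 4a, genes of the lists, sex-linked genes, and the 5 largest ratios each way among genes with at least 100 CPM in 1 library. Hspa1a was chosen after its values were seen.

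The gene comparison was tested on simulated counts at the depth of the VEC-like cells. Of 200 genes changed 8-fold, 172 reached the count minimum, and all 172 were recovered in the right direction, with 0 of the unchanged genes past the 4-fold ratio. In a pair of libraries without any change, 0 of 8118 genes passed it. A list of 12 genes raised 2-fold had a median log2 ratio of 0.95, above all random lists. Of 100 unchanged lists, 9 stood above the 95th percentile of random lists, so percentiles near that limit carry little weight.

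The alternatives set before the data were examined were a filter on cells (at least 1000 UMIs and at most 10% mitochondrial UMIs), removal of called doublets, no integration, all 2000 features, resolutions of 0.4 and 1.6, 20 dimensions, CPM without mitochondrial, ribosomal protein and hemoglobin genes, thinning to 1000 UMIs or none, both libraries for the markers, all genes detected in at least 1% of endothelial cells for the correlation, 5 counts added, no count minimum, and lists without the genes of Supplementary Data 1. Those added later were VEC-like cells with the counterpart, the single LEC-like cluster nearest to LEC1, and the separate draw per group.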

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

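The tests of RNA from macrophages, of a shift of lysosomal genes in all cells, of a direct effect on Hspa1a, of the heat shock list, of the make-up of LEC-like cells and of pools of different sex were chosen after the result they concern had been seen, and the other tests before.

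The paper states that it analysed phenotypes in embryos and neonates of both sexes, but does not report the sex of the pooled pups. Xist had 9 UMIs in the control library and 63462 in the *Flcn* iΔEC library, and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 15535 and 17. At least 2 Xist UMIs were found in 0.0294% of control and 84.2% of *Flcn* iΔEC cells, and at least 2 Y-linked UMIs in 53.8% and 0.0449%. The cells and median genes per cell of each library equal those that Supplementary Fig. 3a gives for the same genotype, which argues against an exchange of the labels after the paper's own analysis. An earlier exchange was not tested. The values are consistent with a control pool of male and a *Flcn* iΔEC pool of female animals, with 0.0294% of control cells as the test. Sex is therefore confounded with genotype in each comparison between the libraries, and no value here separates them.

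Genes of lysosomes and autophagy, which the paper does not report as a group for these data, were higher in *Flcn* iΔEC endothelial cells. The median log2 ratio of 40 genes was 0.93 in VEC-like cells (33 of 40 higher) and 0.93 in LEC-like cells (33 of 40 higher). It was 0.64 in AEC-like cells (36 of 39), 0.85 in capillary-like cells (34 of 39) and 0.82 in unnamed endothelial cells, and each stood above all random lists. Of the 40 genes, 10 are in Supplementary Data 1, and without them the medians were 0.93, 0.71, 0.59 and 0.75 in the first 4 classes. A shift of all cells of the library is argued against, since 16 of 40 genes were higher in non-endothelial cells, with a median of -0.058 at percentile 33.8 of random lists. With a resolution of 1.6 that median was 0.082 at percentile 97.0, so this evidence depends on which cells are called endothelial. RNA of macrophages in the droplets is argued against as well. The markers Csf1r, C1qa, Adgre1 and Cd68 had 12 counts in *Flcn* iΔEC and 14 in control VEC-like cells. The upper limit of the *Flcn* iΔEC counts was 0.354% of the 1849 CPM of these markers in the macrophage-rich cluster of 53 cells, of which C1qa held 1150 CPM, whereas the rise would need 48.0%. Their median log2 ratio, the measure planned first, was -1.63 but rests on genes near 0 counts. A response of endothelial cells to the loss of Flcn may explain the pattern, with 0.64 as the lowest median among the named classes. The sex of the animals stays open as untested.

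Hspa1a, which the paper does not discuss, was higher in *Flcn* iΔEC non-endothelial cells by a log2 ratio of 5.02, from 34.2 to 1105 CPM. The ratio was 2.73 in VEC-like, 3.63 in LEC-like, 4.02 in capillary-like and 0.98 in AEC-like cells. An effect of Flcn loss within endothelial cells alone is argued against by the value of 5.02 in non-endothelial cells. A rise of immediate early genes in the whole library, as part of a response to dissociation, is argued against by 12 such genes. Their median log2 ratio was -0.19 in non-endothelial cells, at percentile 2.25, although the list stood at 0.25 and percentile 99.0 in capillary-like cells. In VEC-like, LEC-like and AEC-like cells it stood at -0.82, -0.58 and -0.17. A heat shock response in non-endothelial cells may explain the pattern there, since 10 other heat shock genes had a median of 0.80, above all random lists. In VEC-like cells their median was 0.29 (percentile 99.0), in capillary-like 0.14, in AEC-like 0.041 and in LEC-like 0.023. Differences in handling of the 2 pools, their sex and an indirect effect of the genotype stay open as untested. Handling here includes a dissociation response without immediate early genes, which the list of 12 could not exclude.

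Prox1 moved in opposite directions in both classes of the *Flcn* iΔEC library, with a log2 ratio of -0.72 in LEC-like and 1.57 in VEC-like cells, where the rise lay in 1 sub-cluster that held 83.6% of the *Flcn* iΔEC Prox1 counts. The difference between the classes was not tested. A different make-up of the LEC-like clusters is argued against, since Prox1 was lower in each of the 4, with ratios of 0.642 (0.577 to 0.715), 0.508, 0.585 and 0.677 (0.550 to 0.836). A few genes taking more of the counts are argued against as the whole cause, since the median of 9857 genes was -0.22. Other LEC markers moved both ways in LEC-like cells, from 0.71 for Pdpn and 0.45 for Ccl21a to -0.31 for Lyve1 and -0.70 for Nts. Genotype and sex stay open.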

How the results depend on the processing

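The alternatives that count the counterpart among VEC-like cells, take a single LEC-like cluster, or thin each group with a separate draw were chosen after the data were seen, and the others before. No paired analysis was possible because each condition had 1 library from pooled mice, so there was no replicate to leave out.

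Of 978 values of 115 results under an alternative, 886 stayed within their counting interval or a fixed tolerance, 92 moved and 0 reversed a called value. Of those that stayed, 15 took VEC-like cells without the counterpart, which is the main definition, so they could not move. Among values that were not called, Tfe3 in LEC-like over AEC-like cells, the lysosomal list in non-endothelial cells and the difference of correlations given next lay on either side of 0. The tolerance was 0.1 for the log2 median of a list, 0.5 for the log2 ratio of a gene without an interval, 0.05 for a correlation, 1 for a percentile and 1.5-fold for a count. The matched cluster held 0 control cells in each clustering alternative. Its r with Supplementary Data 1 lay between 0.993 and 0.994 over the genes used for the match and at 0.995 over all listed genes. The correlation with VEC minus LEC stayed within the tolerance but went both ways, at -0.00072 with 20 dimensions, -0.027 with all features, -0.0094 with all detected genes, -0.037 with both libraries, -0.0019 without doublets, -0.0011 at resolution 0.4, and 0.0024 with the filter on cells, 0.0022 at resolution 1.6 and 0.0064 without integration. It was 0.014 with the single LEC-like cluster.

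Unless said otherwise, the cause of a move was not tested. With all 2000 features, the lysosomal list in AEC-like cells moved from 0.64 to 0.50, Prox1 in LEC-like cells from -0.72 to -0.51, and r with VEC-like cells from 0.839 to 0.780. Without integration, Vwf in VEC-like cells moved from -0.89 to -1.16 and the lysosomal list in AEC-like cells to 0.48. At resolution 0.4 the latter was 0.50. At resolution 1.6, the share of endothelial cells moved to 8.51% in the control and 20.5% in the *Flcn* iΔEC library, and the lysosomal list in non-endothelial cells from -0.058 to 0.082. Without mitochondrial, ribosomal protein and hemoglobin genes, Vwf stood at -0.81. With both libraries in place of the *Flcn* iΔEC library, marker sums of the counterpart over VEC-like cells moved from 0.628 to 0.571 (pan-endothelial), 0.628 to 0.503 (AEC), 2.79 to 3.16 (LEC) and 0.854 to 0.705 (VEC), and those over LEC-like cells from 1.16 to 1.09 (pan-endothelial) and 1.45 to 1.01 (AEC). With all genes detected in at least 1% of endothelial cells, r was 0.955 with VEC-like and 0.964 with LEC-like cells. Without the genes of Supplementary Data 1, the valve list moved from 1.17 to 0.82 and the lysosomal list in LEC-like cells from 0.93 to 0.71.

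Without a count minimum, the genes at 4-fold or more in VEC-like cells rose from 50 to 136 up and from 48 to 1024 down, since genes with few counts enter and the control group is smaller. With the counterpart counted in, which adds cells to 1 library alone, there were 90 up and 75 down, Prox1 stood at 2.32, Cldn11 at 1.66 and Vwf at -1.33.

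Shares follow the depth kept per cell by construction. Without thinning, Prox1 was found in 50.0% of control and 57.4% of *Flcn* iΔEC VEC-like cells and 97.7% of the counterpart, and Ptprc in 89.9% and 83.4% of non-endothelial cells. Thinned to 1000 UMIs, Prox1 was found in 5.74% of *Flcn* iΔEC VEC-like cells and Ptprc in 44.2% of control and 35.2% of *Flcn* iΔEC non-endothelial cells. With a separate draw per group, Prox1 in the counterpart was 72.7% in place of 56.8%.

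Of the other results, which include single genes named among many, 56 values moved and 0 reversed a called value. These were 1 with 20 dimensions, 8 with all features, 2 with the filter on cells, 2 without doublets, 7 without integration, 5 at resolution 0.4, 4 at resolution 1.6, 3 with the counterpart counted in, 2 with 5 counts added, 3 with all detected genes, 2 without the genes of Supplementary Data 1, 1 with separate draws, 9 without thinning and 7 with 1000 UMIs.

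Depth limits the comparisons of Flcn, which had 10 counts in control VEC-like and 10 in control AEC-like cells, and the 7 control cells of the Prox1-rich sub-cluster, with 13 Prox1 counts.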

Differences from the paper's values

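Of what follows, the comparison with single LEC-like clusters was chosen after the result was seen. The rest uses the 7 alternatives set before the data were examined that change the cells, the features or the clusters. Values are average log fold changes. The legend of Supplementary Fig. 4 labels the paper's values log 2, but across the genes of Supplementary Data 1 the slope was 1.05 with natural logarithms and 1.52 with log2 here, so both are read on the natural-log scale. A value differs here when it lies outside the counting error, or when its sign differs. Of the 40 top-ten values 24 differed, and of the 16 others 1. All 40 had the paper's direction, with a median absolute difference of 0.085. Of the 25 values that differed, 15 came within the paper's value under at least 1 alternative and 10 under none.

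For Tfe3 in AECs over LECs, the paper's value is 0.015 and the value here -0.00044. The filter on cells, removal of doublets, 20 dimensions and resolution 1.6 closed the gap, and no integration, all features and resolution 0.4 did not.

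Against VECs, no alternative closed the gap for Olfm1 (the paper's 1.77, here 2.00), Odc1 (the paper's 1.61, here 1.92), Plat (the paper's 1.36, here 1.57), Neo1 (the paper's 1.30, here 1.49), Dusp2 (the paper's 1.25, here 1.42), Ctla2a (the paper's -2.35, here -2.61) and Nrp1 (the paper's -1.48, here -1.61). No integration, but none of the other alternatives, closed it for H19 (the paper's 2.55, here 2.66), Igf2 (the paper's 1.38, here 1.46), Fabp4 (the paper's -2.03, here -2.23) and Sparc (the paper's -1.83, here -2.01). For Fxyd6 (the paper's 1.40, here 1.47), the filter on cells, no integration, all features and 20 dimensions closed it, and removal of doublets and both resolutions did not. For Cldn11 (the paper's 1.37, here 1.44), the same alternatives and resolution 1.6 closed it, and removal of doublets and resolution 0.4 did not. For Eln (the paper's -1.70, here -1.62), the filter on cells and resolution 1.6 closed it, and the others did not.

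Against LECs, where the paper compared with LEC1 and all LEC-like cells were used here, no alternative closed the gap for Slc6a6 (the paper's 1.26, here 1.37), Flt1 (the paper's 1.09, here 1.27) and Nts (the paper's -1.93, here -1.64). All features, but none of the others, closed it for Mgp (the paper's 1.70, here 1.94). The filter on cells and resolution 1.6, but none of the others, closed it for Ccl21a (the paper's -3.87, here -3.77), Mmrn1 (the paper's -2.33, here -2.23), Fgl2 (the paper's -1.97, here -1.89), Pard6g (the paper's -1.47, here -1.34), Aebp1 (the paper's -1.27, here -1.13) and Lpl (the paper's -1.25, here -1.10).

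The paper states that the Prox1-positive VECs resembled VECs more than other cells. Here r across genes was 0.839 with VEC-like and 0.840 with LEC-like cells. The filter on cells, no integration and resolution 1.6 put VEC-like cells first, by a correlation with VEC minus LEC of 0.0024, 0.0064 and 0.0022, and the other alternatives set beforehand did not. These values merge all LEC-like clusters, whereas the paper averaged expression in each cluster. The gene sets differ as well, since the paper used all genes that were differentially expressed. Here the variable features were used, without the genes to be reported. Against single LEC-like clusters, a comparison chosen after seeing the values, r was 0.825, 0.826, 0.679 and 0.673. VEC-like cells thus stood first against each of them, by 0.014 against the cluster nearest to LEC1. The paper states that Flcn is higher in VECs than in arterial cells. Here the ratio of summed counts, as CPM, was 1.55 with a counting interval of 0.974 to 2.48. The direction was the paper's but the difference was not beyond counting error. The paper's comparison came from Seurat, which is another measure.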

Other observations

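The tests of doublets, of fewer endothelial cells, of a library difference, of valve genes in the *Flcn* iΔEC sub-cluster and of RNA from LECs were chosen after the result had been seen, and the tests of sex and of valve genes in the counterpart and in the control sub-cluster before.

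The counterpart of LEC-biased VECs was found in the *Flcn* iΔEC library alone, although the cluster next in similarity, with r = 0.784, held 8 control cells. Doublets of a VEC and a LEC are argued against, since Lyve1, Pdpn, Flt4, Ccl21a, Mmrn1, Reln and Nts stood at a median of 0.0168 times the LEC-like level, and Ccl21a, at 4886 CPM in LEC-like cells, at 8.05 CPM in the counterpart. The LEC markers of Fig. 3k other than Prox1 gave a median of 0.169, with Foxc2 and Itga9 at 1.62 and 0.530 times the LEC-like level, so these 2 genes alone do not argue against doublets. Too few endothelial cells in the control library are argued against, since 28.5 such cells would be found there at the *Flcn* iΔEC share. A difference between the libraries acting on every cell alike is argued against only as the source of the counterpart's profile. Markers kept out of the clustering and the matching separated these cells from VEC-like cells of the same *Flcn* iΔEC library. The LEC markers of Fig. 3k, Prox1 included, stood, summed, at 2.79 times (2.54 to 3.06) the VEC-like level, and Aplnr at 5.86 CPM (2.53 to 11.5) against 228 CPM (212 to 246). This comparison within 1 library cannot tell whether such a difference kept similar control cells out of the cluster. The test planned first, an r of 0.977 with Supplementary Data 1 within that library, decides nothing, because the cluster was chosen by its r with that table. A difference in handling that reached only some cells stays open, with 1 library per condition. Sex cannot be told apart from genotype, since 0.0449% of *Flcn* iΔEC cells had at least 2 Y-linked UMIs and neither library held cells of both sexes. A candidate explanation for the identity of these cells is that they are valve-like. The 12 valve genes had a median log2 ratio of 1.17 over VEC-like cells, above all random lists, and 0.54 over LEC-like cells (percentile 99.9). Of these genes, 6 are in Supplementary Data 1, and the 6 others had a median of 0.82 over VEC-like cells (percentile 99.98). The list was written as a hypothesis and overlaps with LEC markers in Foxc2 and Itga9, so it does not separate a valve-like from a LEC-biased state.

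Within VEC-like cells, Prox1 was concentrated in 1 sub-cluster at resolution 3, with 340 CPM in 32 *Flcn* iΔEC cells and 98.1 CPM in 7 control cells, and a log2 ratio of 3.09 over the other *Flcn* iΔEC VEC-like cells. The r of this sub-cluster with Supplementary Data 1 was 0.794 against the other VEC-like cells and rests on the cells of both libraries together, so it does not show whether the 7 control cells had that profile. RNA of LECs in the droplets is argued against, since the other LEC markers, summed, stood at 1.41% of the LEC-like level, whereas the rise of Prox1 would need 70.6%. Whether these are valve-like cells stays open. In the control library the valve list had a median of 0.54 (percentile 92.1, 7 of 12 genes higher), from only 7 cells. In the *Flcn* iΔEC library it had a median of -0.0029 (percentile 24.3), with 6 of 12 genes higher. Genotype and sex stay open for the difference in level.

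In VEC-like cells, 8148 genes had at least 50 summed counts, of which 50 were at least 4-fold higher and 48 at least 4-fold lower in the *Flcn* iΔEC library, a description of these 2 libraries. The median gene stood at -0.090 on the log2 scale. Xist had 0 counts in the control and 2929 in the *Flcn* iΔEC library. The other large increases were Gdf15 (4.73), H19 (4.55), Uap1l1 (3.304) and Cd24a (3.24). The large decreases were Ptn (-3.88), Col3a1 (-3.20), Col4a1 (-3.00), Stmn2 (-2.59) and Cytl1 (-2.58). Without integration, Col4a1 stood at -0.51.

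Tfe3 differed little between the libraries, with a ratio of *Flcn* iΔEC over control of 0.97 (0.66 to 1.43) in VEC-like, 1.14 in AEC-like, 0.78 in LEC-like and 0.88 (0.77 to 1.00) in all endothelial cells. Flcn had a ratio of 1.78 (0.875 to 4.01) in VEC-like cells, from 10 and 39 counts, and 0.599 (0.386 to 0.956) in LEC-like cells.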
